# Mechanical stress confers nuclear and functional changes in derived leukemia cells from persistent confined migration

**DOI:** 10.1007/s00018-023-04968-5

**Published:** 2023-10-06

**Authors:** Ana de Lope-Planelles, Raquel González-Novo, Elena Madrazo, Gracia Peralta-Carrero, María Pilar Cruz Rodríguez, Héctor Zamora-Carreras, Verónica Torrano, Horacio López-Menéndez, Pedro Roda-Navarro, Francisco Monroy, Javier Redondo-Muñoz

**Keywords:** Cell migration, Nuclear deformability, Mechanobiology, Lamin, DNA damage

## Abstract

Nuclear deformability plays a critical role in cell migration. During this process, the remodeling of internal components of the nucleus has a direct impact on DNA damage and cell behavior; however, how persistent migration promotes nuclear changes leading to phenotypical and functional consequences remains poorly understood. Here, we described that the persistent migration through physical barriers was sufficient to promote permanent modifications in migratory-altered cells. We found that derived cells from confined migration showed changes in lamin B1 localization, cell morphology and transcription. Further analysis confirmed that migratory-altered cells showed functional differences in DNA repair, cell response to chemotherapy and cell migration in vivo homing experiments. Experimental modulation of actin polymerization affected the redistribution of lamin B1, and the basal levels of DNA damage in migratory-altered cells. Finally, since major nuclear changes were present in migratory-altered cells, we applied a multidisciplinary biochemical and biophysical approach to identify that confined conditions promoted a different biomechanical response of the nucleus in migratory-altered cells. Our observations suggest that mechanical compression during persistent cell migration has a role in stable nuclear and genomic alterations that might handle the genetic instability and cellular heterogeneity in aging diseases and cancer.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-023-04968-5.

## Introduction

Cell migration is a fundamental process involved in physiological and pathological conditions such as development, immune response, inflammation, and cancer invasion [1]. Migrating cells have to cross through different tissue environments, including the extracellular matrix and endothelial barriers, which provide multiple biochemical and mechanobiological signals for an active and effective cell migration [2, 3]. The nucleus is a highly dynamic organelle composed of the nuclear envelope, the lamina network, and the chromatin structure [4], which contribute and define the nuclear deformability to allow cell migration across physical barriers [5]. It has been reported that the nuclear changes induced by external stimuli have to be transmitted through the cytoskeleton and other intracellular pathways [6, 7]; and this nuclear deformation induced by mechanical stress regulates chromatin changes, DNA damage response, and cell stemness [8–12]. Likely, several human pathologies are associated with defects in the response of the nucleus to mechanical stimuli, including progeria, cardiomyopathies, and cancer [13, 14]. However, it is not yet clear how persistent migration controls stable and consistent nuclear changes that might contribute to genomic alterations with functional consequences in homeostasis and pathological situations.

In our study, we investigated two cell migration settings, one-round migration (ORM) cells, and migratory-altered (MA) cells, which were derived from passage through three sequential rounds of confined migration and kept consistent nuclear changes. We demonstrated that cell migration across restrictive pore size triggered morphological and phenotypical changes, including an aberrant distribution of lamin B1. Furthermore, these changes in MA cells were stable in the absence of further mechanical stress. Our results indicate that MA cells altered their transcriptional profile, their basal levels of DNA damage and a range of mechanical and functional responses, including their in vivo migration and their sensitivity to chemotherapy. We combined DNA sensitivity assays, confined compression, atomic force microscopy and optical tweezers, to demonstrate that the chromatin conformation and the biophysical response of the nuclei from MA cells showed a different behavior than control cells, suggesting a mechanical adaptation of the chromatin and the nucleus induced by persistent migration. Noticeably, we observed that latrunculin treatment rescued the normal phenotype and localization of lamin B1 at the nuclear periphery and chromatin compaction, indicating that actin polymerization might influence these changes. Overall, our findings show that nuclear deformability induced by cell migration might contribute to genomic alterations that could lead to functional changes, such as tumor progression and heterogeneity of cancer cells.

## Results

### Mechanical constriction promotes morphological changes in the nucleus of migrating cells.

To determine how the mechanical stress induced by confined migration might alter the nuclear morphology of migrating cells, we first seeded leukemia cells on rigid filter membranes and allowed their migration (one-round migration, ORM) through 3 μm pores. It has been previously reported that for leukocytes 3 μm is the pore size that requires an active nuclear deformability during cell migration, whilst 5 μm pore size showed a much less restrictive space for lymphocyte migration [15, 16]. After 24 h, we collected these cells and compared them with their non-migrating counterparts to characterize how cell migration through physical barriers might influence the nucleus of leukemia cells. We observed that ORM cells increased their nuclear area in comparison to non-migrating cells (Fig. 1A, B, Supplementary Fig. S1A, B). It has been shown that changes in the volume of isolated nuclei can be determined by flow cytometry [17], and we verified that isolated nuclei from ORM cells showed bigger volume than nuclei from non-migrating cells (Supplementary Fig. S1C). To investigate the long-term consequences of a consistent migratory stimulus, we derived stable MA cells by allowing cells to undergo three sequential rounds of confined migration. Cells that migrated successfully after the three rounds were collected and kept in suspension without any further mechanical stimuli (Fig. 1C). It has been reported that tumor cells migrating across numerous constrictions might promote stable changes in the chromatin disposition and cellular morphology [18]. In the attempt to identify whether repeated migratory stress might induce changes in the nuclear morphology of MA cells, we visualized their nuclei and confirmed an increment in the nuclear area of MA cells compared to control cells (Fig. 1D, E, Supplementary Fig. S1D, E). These results were in line with our findings that ORM cells presented bigger nuclei compared to control cells. Having observed differences in the size of the nuclei, we next focused on the nuclear morphology of MA cells. Transmission electron microscopy (TEM) images revealed a remarkable aberrant morphology of the nucleus of MA cells compared to those from control cells (Fig. 1F, and Supplementary Fig. S1F); although we did not observe differences in the nuclear morphology of ORM cells (Supplementary Fig. S1G, H). Together, these data indicate that cell squeezing during migration induces changes in the nuclear size of moving cells, whilst altering nuclear morphology might be characteristic of cells undergoing persistent migration.

**Fig. 1:**
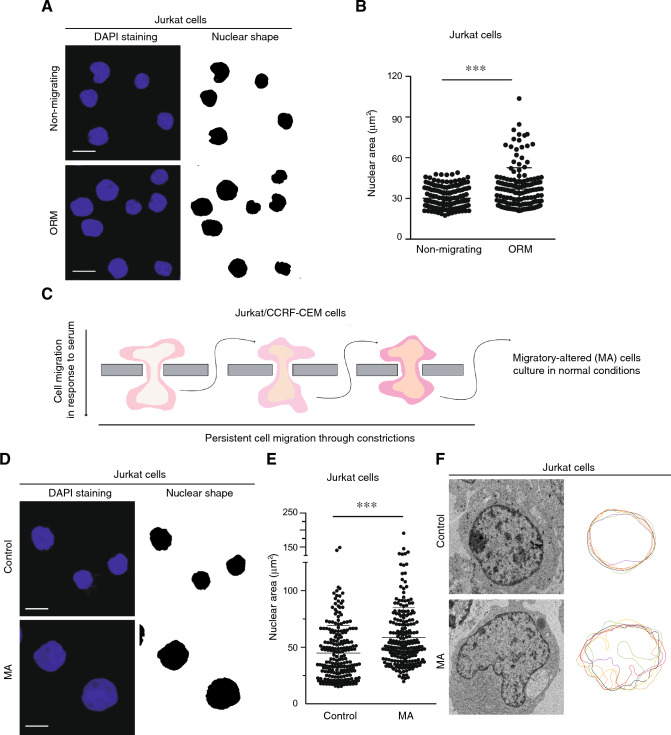
Cell migration through constrictions governs nuclear changes in leukemia cells. **A** Jurkat cells were allowed to migrate across 3 μm transwell inserts for 24 h. Non-migrating and one-round migrated (ORM) cells were collected from the upper and bottom chambers, respectively, sedimented on poly-L-lysine coated coverslips, fixed and stained with DAPI (blue) for their analysis by confocal microscopy. Right panels indicate in black the area of the nuclei. Bar 10 μm. **B** Graph shows changes in the nuclear area of Jurkat cells upon one-round of migration through constrictions. Mean n = 157 cells ± SD (3 replicates). **C** Jurkat and CCRF-CEM cells were forced to migrate three repeated rounds through 3 μm transwell inserts. Then, migrated cells were collected as migratory-altered (MA) cells, expanded and kept in culture conditions. **D** Control and MA Jurkat cells were sedimented on poly-L-lysine coated coverslips, fixed and stained with DAPI. Right panels indicate in black the area of the nuclei. Bar 10 μm. **E** Graph shows changes in the nuclear area of control and MA cells. Mean n = 216 cells ± SD (5 replicates). **F** Control and MA Jurkat cells were collected and processed for thin section electron microscopy to visualize the nuclear morphology. Plot shows changes in the nuclear circularity of control and MA Jurkat cells (n = 6 representative cells). (***) P < 0.001

### Persistent migration alters permanently the lamin B1 distribution within the nucleus

In contrast to adherent tumor cells, which express high levels of lamin A that might be altered upon mechanical compression [18, 19], the major component of the nuclear lamina in leukemia cells is B-type lamin [20]. We next sought to elucidate whether confined migration promoted alterations in the lamina network and found that constricted migration altered the distribution of lamin B1 in ORM cells (Fig. 2A, and Supplementary Fig. S2A). While non-migrating cells showed two characteristic peaks for lamin B1 signal in the transversal section of the nucleus (corresponding to the nuclear periphery), ORM cells presented an aberrant distribution of lamin B1 (Fig. 2B, Supplementary Fig. S2B, and Supplementary Movies S1, S2). Temporal changes in internal components might critically regulate the morphology of the nucleus in moving cells; therefore, changes in the nuclear volume and lamin B1 redistribution of ORM cells would be recovered once the migratory effect disappears. We demonstrated that ORM cells cultured in suspension for an additional 24 h reduced their nuclear size to levels comparable to those from non-migrating cells (Fig. 2C, D, Supplementary Fig. S2C, and S2D). Furthermore, these cells also recovered the normal localization of lamin B1 at the nuclear periphery (Fig. 2E, and Supplementary Fig. S2E). Notably, these results indicated that nuclear changes observed in ORM cells were temporal and remained only for a short period of time. On the contrary, MA cells showed stable differences in the morphology and size of the nucleus compared to control cells (see above, Fig. 1); and we found that MA cells also presented an aberrant distribution of lamin B1 (Fig. 2F, G, Supplementary Fig. S3A, B, and Supplementary Movies S3, S4). Aberrant nuclear morphology might be characterized by the accumulation of nuclear lobes enriched in nuclear envelope proteins. Therefore, we stained ORM cells with emerin (a nuclear envelope marker) and found that the nucleus of ORM cells also presented a remarkable signal of emerin in the nuclear invaginations, (Supplementary Fig. S3C, and Movie S5). Then, we stained MA cells with emerin and an additional nuclear envelope protein (sun2) and found a similar distribution of both proteins, suggesting that the nucleus of MA cells was displayed in multiple nuclear lobes (Supplementary Fig. S3D, and Movies S6, S7). Altogether, these results indicate that confined migration promotes lamin B1 distribution in nuclear lobes, which is stable within time after persistent repeated migration, whilst transient migration (ORM) shows only a temporary effect on the nucleus.

**Fig. 2:**
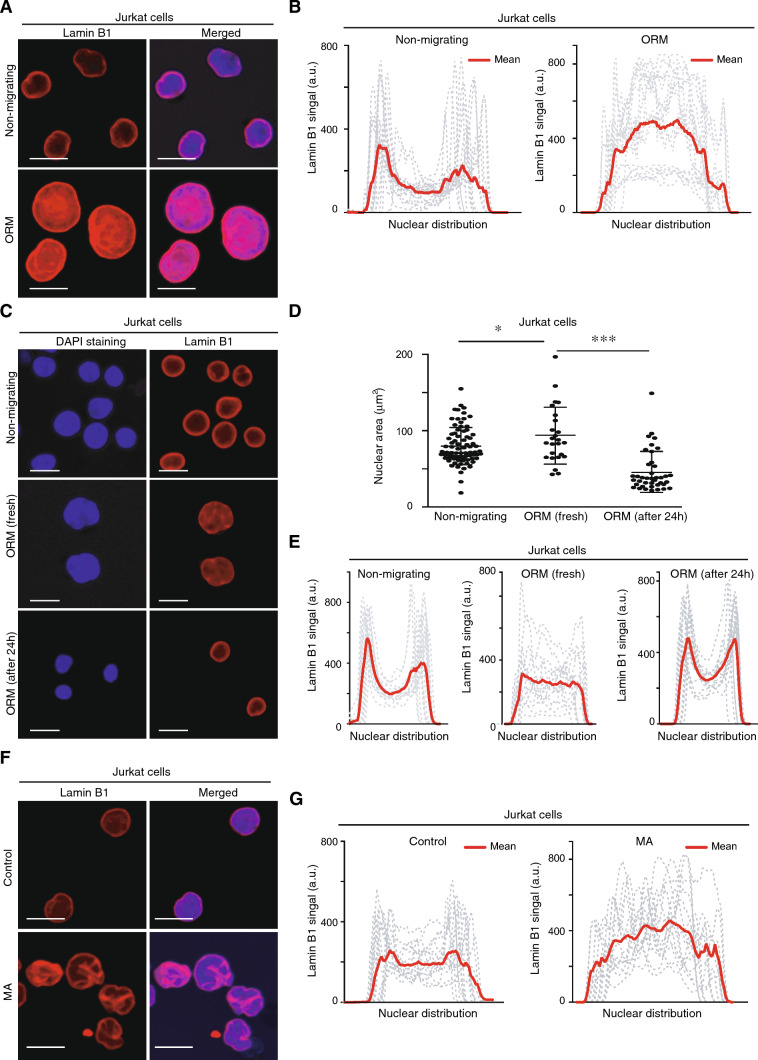
Confined migration alters the lamin B1 distribution of moving cells. **A** Non-migrating and ORM Jurkat cells were seeded on poly-L-lysine-coated glasses and stained with DAPI (blue) and anti-lamin B1 antibody (red) for their analysis by confocal microscopy. Bar 10 μm. **B** Line plots show the signal profile of lamin B1 from 15 representative nuclei. Red line indicates the mean intensity of the profiles analyzed. **C** Control, fresh ORM, and ORM Jurkat cells collected and cultured in suspension for an additional 24 h were seeded on poly-L-lysine-coated glasses and analyzed by confocal microscopy. Bar 10 μm. **D** Graph shows changes in the nuclear area of the cells from (C). Mean n = 25–92 cells ± SD (2 independent replicates). **E** Line plots show the signal profile of lamin B1 from 15 representative nuclei of the cells from (**C**). **F** Control and MA Jurkat cells were seeded on poly-L-lysine-coated glasses and analyzed by confocal microscopy. Bar 10 μm. **G** Line plots show the signal profile of lamin B1 from 15 representative nuclei of control and MA Jurkat cells. The red line indicates the mean intensity of the profiles analyzed. (*) P < 0.05, (***) P < 0.001

### Persistent migration induces enduring changes in the transcriptional profile of migrating cells

It has been previously described that nuclear shape regulates the transcriptional activity of cells [21]. As MA cells showed a different and sustained phenotype compared to control cells, we hypothesized that persistent cell migration might produce enduring changes in the transcriptional landscape of MA cells. We evaluated the expression levels of transcripts of control or MA cells and found a significant differential expression of 1.8-fold change in 621 genes (283 up- and 338 down-regulated) in MA cells compared with control cells (Fig. 3A, Supplementary Fig. S4A, and Supplementary Table S1). We next extended our observation to KEGG (Kyoto Encyclopedia of Genes and Genomes) and GO (Gene Ontology) enrichment analyses, which revealed that most of the altered genes were connected to cell division, survival, DNA damage checkpoints, and protein modification (Supplementary Fig. S4B). We validated our microarray analysis by confirming the mRNA downregulation of two genes related to leukemia (*EZH2* and *JAK2*), as well as the expression levels of 5 randomly selected proteins (Supplementary Fig. S4C–E). 

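The transcripts of ORM cells were measured on human Clariom S arrays, which carry probe sets for the transcripts of well-annotated genes and read each sample in a single colour. Jurkat is an established cell line of human T-cell acute lymphoblastic leukemia. ORM Jurkat cells were collected below 3 μm pores after 24 h and 1 round of migration, and control Jurkat cells had not migrated. There were 2 ORM arrays and 2 control arrays, and the sample labels call them biological replicates. A free-text field of the labels names other treatments for these arrays. It reads as a control for ORM replicate 1 and as a 3D culture for ORM replicate 2. For both control arrays it names suspension culture after 3D confinement. Each array was therefore assigned by its title, its source and the design of the series, which all give ORM or control. The authors processed, normalized and log2 transformed the signals, and the submitters' processing notes name RMA and Transcriptome Analysis Console without versions. The log2 signals were used as deposited. They cover 21448 probe sets, of which 17709 have 1 gene symbol in the platform's annotation and 3739 are not listed there; 22 of the latter were named through Supplementary Table S2. The median log2 signal was 5.97 and 5.96 in the ORM arrays and 6.04 and 6.00 in the control arrays. Each probe set was tested with limma. A gene was taken as altered at a fold change over 1.8 and an unadjusted p under 0.05, the threshold of Supplementary Table S2. Standard errors are those of limma, which draws the variance of each probe set toward a value common to all. They are therefore smaller than a gene's own arrays give where its spread is wide, and larger where it is narrow. The paper's statistics section names Student's t test in general and does not mention the arrays. For the arrays the supplementary methods name Transcriptome Analysis Console. Of the 147 rows of Supplementary Table S2, 146 passed by limma and 48 by the t test, called the methods' t-test below. By the t test 49 probe sets passed the same threshold, 37 higher and 12 lower, in place of 151. By that test 6 of the 10 genes with the largest rise passed, without SERHL, UTP15, TASOR2 and PIGW, and 0 of the 10 with the largest fall, ABCG1 and TBX15 included. The p-values measure only the spread between these 4 arrays, whose number limits the precision. An exact permutation test of 2 arrays against 2 cannot give a two-sided p under 0.333. Control replicate 2 stood apart from the other arrays. The log2 difference between both control arrays had an SD of 0.404 over all probe sets, against 0.248 between both ORM arrays and 0.292 between ORM replicate 1 and control replicate 1.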

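The genes with the largest rise in ORM cells against control cells included SERHL, ATP2B1, ZNF416 and ZNF483, and those with the largest fall included ABCG1, TBX15, ARG2 and CHST11. Among the probe sets with 1 gene symbol, SERHL (serine hydrolase-like) was the most increased, at a log2 signal of 7.04 ± 0.02 (SD, n = 2) in ORM cells and 5.64 ± 0.47 (SD, n = 2) in control cells, a log2 fold change of 1.40 (standard error 0.24). ATP2B1, a calcium pump of the plasma membrane, was 5.14 ± 0.09 (SD, n = 2) in ORM cells and 3.8 ± 0.33 (SD, n = 2) in control cells, with a log2 fold change of 1.34 (standard error 0.20). The zinc finger genes ZNF416 and ZNF483 had log2 fold changes of 1.25 and 1.22 (standard errors 0.16 and 0.17). UTP15, a part of the complex that processes ribosomal RNA, had a log2 fold change of 1.21 (standard error 0.35). RBM28, a nucleolar protein that acts in the assembly of the large ribosomal subunit, had 1.17 (standard error 0.20). PIGW, an enzyme of GPI anchor synthesis, WDR73, TSNAX and TASOR2 complete the 10 genes with the largest rise, at 1.17 to 1.22. The control means of ATP2B1 (3.8), ZNF483 (3.68) and TSNAX (2.82) lay below the lower quartiles of the arrays (4.14 to 4.26). So did the mean of TSNAX in ORM cells, 4.01.

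Among the decreased genes, ABCG1, a cholesterol exporter, was 6.15 ± 0.37 (SD, n = 2) in ORM cells and 7.46 ± 0.39 (SD, n = 2) in control cells, a log2 fold change of -1.30 (standard error 0.26). TBX15, a T-box transcription factor, had a log2 fold change of -1.22 (standard error 0.23). ARG2, the mitochondrial arginase, had a log2 fold change of -1.35 (standard error 0.39), with 6.00 and 6.26 in the ORM arrays but 6.84 and 8.11 in the control arrays. CHST11, which adds sulfate to chondroitin, had a log2 fold change of -1.55 (standard error 0.53) and ARPP21 of -1.89 (standard error 0.72). The SD of both control arrays was wider than these errors, at 1.23 for CHST11 and 1.78 for ARPP21. SMIM24, DNAAF9, the histone deacetylase HDAC4, the adhesion receptor CD48 and the RNA receptor TLR7 lay between -1.31 and -1.16. The ORM means of TBX15 (3.26), TLR7 (3.7) and ARPP21 (3.96) lay below the lower quartiles of the arrays (4.14 to 4.26). ARPP21, CHST11, HDAC4 and TSNAX were named through Supplementary Table S2, and a brighter probe set of each gene did not pass the threshold, with log2 fold changes of -0.19, 0.06, -0.31 and 0.20. Against control replicate 1 alone, the median log2 difference was 0.73 for the probe sets past the threshold and higher, and -0.66 for those lower. Against control replicate 2 alone it was 1.21 and -1.35. All 20 genes kept their direction without control replicate 2. Their choice fixed this, since both ORM arrays had to lie above or below both control arrays.

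In all, 151 probe sets passed the threshold, 91 higher and 60 lower in ORM cells (60.3% higher, and 74.5% of 165 when each array was centred on its median). In each of them both ORM arrays lay above or below both control arrays, as was the case in 45.6% of all probe sets, where chance gives 33.3%. None had an adjusted p under 0.05 from limma (lowest 0.428), while 2447 had an unadjusted p under 0.05, and none passed under any other test or setting tried. The count was 100 without control replicate 2, with 43 of the 151 among them in the same direction, 1009 without control replicate 1, where the balance turned to 415 higher and 594 lower, and 235 without ORM replicate 1. Arrays simulated with this spread and no change gave 113 to 180 probe sets past the threshold and 989 to 1170 at an unadjusted p under 0.05.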

Once validated these observations for MA cells, we analyzed whether one single round of cell migration might be sufficient to induce transcriptional changes in moving cells, and found that ORM cells altered only the transcription of 147 genes (90 up- and 57 down-regulated) compared to control cells (Fig. 3B, and Supplementary Table S2). 

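The chaperone gene HSPA5 and the secreted factor gene MANF, which both respond to stress of the endoplasmic reticulum, were higher in ORM cells than in control cells, as were ALG6, SLC16A1, TREML2 and ARHGAP1. The chemokine receptor gene CCR8 and ARPP21, SAMD13 and VPS8 were lower. The study lists these 10 genes for both ORM and MA cells, so they were chosen on these arrays and are not independent evidence of a direction. HSPA5 was at a log2 signal of 10.77 ± 0.06 (SD, n = 2) in ORM cells and 9.90 ± 0.72 (SD, n = 2) in control cells, a log2 fold change of 0.87 (standard error 0.32), and MANF had a log2 fold change of 1.01 (standard error 0.33). ALG6, which adds glucose to the N-glycan precursor, was 4.34 ± 0.01 (SD, n = 2) against 3.46 ± 0.08 (SD, n = 2), a log2 fold change of 0.88 (standard error 0.16). SLC16A1, a lactate transporter, had a log2 fold change of 0.88 (standard error 0.20), TREML2, a receptor of myeloid and lymphoid cells, of 0.90 (standard error 0.35) and ARHGAP1 of 0.94 (standard error 0.35). CCR8 was 7.42 ± 0.43 (SD, n = 2) in ORM cells and 8.54 ± 0.68 (SD, n = 2) in control cells, a log2 fold change of -1.13 (standard error 0.35), and SAMD13 had the same value (standard error 0.34). VPS8, a part of an endosomal tethering complex, was 3.08 ± 0.01 (SD, n = 2) against 4.06 ± 0.07 (SD, n = 2), a log2 fold change of -0.98 (standard error 0.16).

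The MA arrays were not analysed here, and the values for MA cells are the paper's, from Supplementary Table S1. The lowest FDR given in that table is 0.9994, so the direction of a single gene in MA cells is uncertain. By that table, SAMD13, CCR8, VPS8 and ARPP21 were lower and ARHGAP1 was higher in MA cells too, which makes 5 genes with the same direction in both cell types. The other 5, HSPA5, MANF, ALG6, SLC16A1 and TREML2, were higher in ORM cells and lower in MA cells. The paper's log2 differences in MA cells were -2.74 for HSPA5, -2.61 for MANF, -1.67 for ALG6, -1.43 for SLC16A1 and -1.48 for TREML2. The difference between the cell types was not tested. Table S1 was read by gene symbol, because its probe set identifiers do not match those of Table S2 for these 10 genes. Both tables do share 7 identifiers, so the pairing of identifiers and symbols in Table S1 is uncertain.

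**Figure D1:**
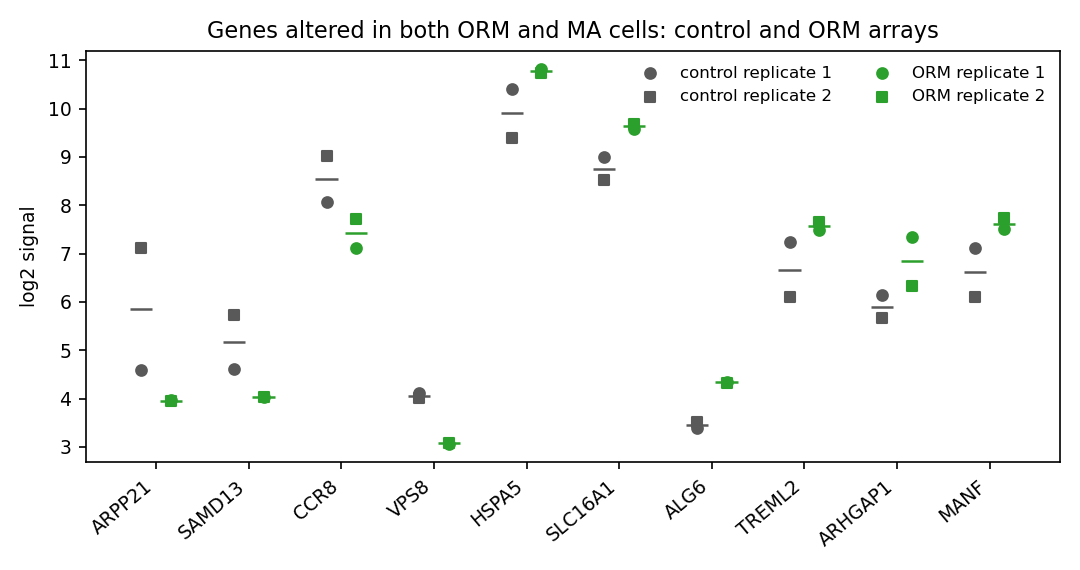
Log2 signal (vertical axis) of the 10 genes listed for both ORM and MA cells, in each control array (grey) and each ORM array (green), with short lines for the mean of each pair. For every gene both ORM arrays lie on one side of both control arrays, and for ARPP21 the control arrays lie at 4.60 and 7.12.

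All 10 genes passed the threshold with an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 from limma. Only VPS8 and ALG6 passed the threshold without control replicate 2, and the number was 3 without ORM replicate 1 and 4 without ORM replicate 2. Quantile normalization ended the calls of HSPA5 (0.77, unadjusted p of 0.0521 from limma) and SLC16A1 (0.79) and left 8. VPS8 and ALG6 are dim, and the mean of VPS8 in ORM cells, 3.08, and that of ALG6 in control cells, 3.46, lay below the lower quartiles of the arrays (4.14 to 4.26). SLC16A1, VPS8, ARPP21 and ARHGAP1 were named through Supplementary Table S2, and brighter probe sets of VPS8, ARHGAP1 and ARPP21 did not pass, with log2 fold changes of 0.23 and -0.13 for the first pair.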

When we compared the transcriptional changes of ORM and MA cells with respect to controls, we found that both cell types only shared 10 altered genes in common (Fig. 3C). Previous reports showed that confined conditions regulate cell proliferation and cell cycle progression [22, 23]; and our pathway analysis indicated an upregulation of genes related to G2/M progression, mitotic spindle, and chromosome segregation in MA cells (Fig. 3D, and Supplementary Table S3). However, we observed no differences in the proliferative properties of MA cells compared to control cells (Fig. 3E, F and Supplementary Fig. S4E, F), nor in the cell cycle progression of MA cells (Supplementary Fig. S4G). To further determine whether cell cycle progression might be affected in MA cells, we treated control or MA cells with nocodazole (a chemical inhibitor that disrupts microtubules and arrests cells before mitosis) and followed cell cycle progression. We observed that MA cells were less sensitive to nocodaloze arrest (Fig. 3G), suggesting that under external stimuli, or specific conditions the cell proliferation of MA cells might be affected. Overall, our results indicate that confined migration through constrictions might contribute to alter the transcriptional profile of moving cells.

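The lists of genes of ribosome biogenesis, of the proteasome, of RNA polymerases I and III, of N-glycosylation and GPI anchors and of DNA replication had median log2 fold changes of 0.25 to 0.45 in ORM cells, with 0 to 8 genes of each list past the threshold. All 5 were called upward at a preset correlation, and none was called with an estimated correlation (adjusted p = 0.491 for each). Each group is a list written after Supplementary Tables S1 and S2 had been read, and each was tested against all other genes with camera (limma) at a preset correlation, with adjustment over 27 lists. With an estimated correlation, camera called 0 of 20 simulated lists of 50 genes shifted by a log2 value of 0.5. A list that it does not call, here or below, is therefore not evidence against a shift. The correlations estimated for these 5 lists were 0.02 to 0.32, above the preset 0.01. Of 107 genes of ribosome biogenesis, 8 were past the threshold of Supplementary Table S2 and higher, none was lower and 99 did not pass, and 12 were higher when adjusted over the list alone. Their median log2 fold change was 0.45 (adjusted p = 4.85e-22 from camera, and adjusted p = 0.491 with an estimated correlation), and 80 of the 107 lay above both control arrays in both ORM arrays. UTP20 and ESF1, which act in the processing of ribosomal RNA, had log2 fold changes of 1.17 and 1.04 (standard errors 0.19 and 0.17), and RIOK1, a kinase of small subunit maturation, of 1.07 (standard error 0.18). Of 33 proteasome genes, 1 passed, the assembly chaperone gene PSMG1 with a log2 fold change of 0.96 (standard error 0.21). The median was 0.40 (adjusted p = 5.52e-08 from camera, and adjusted p = 0.491 with an estimated correlation). Of 30 genes of RNA polymerases I and III, 2 passed, POLR3G with a log2 fold change of 1.14 (standard error 0.44) and GTF3C6 with 0.95 (standard error 0.20). The median was 0.29 (adjusted p = 2.45e-08 from camera, and adjusted p = 0.491 with an estimated correlation). Of 45 genes of N-glycosylation and GPI anchors, 3 were higher and none lower past the threshold, PIGW, ALG6 and ALG8, the last with a log2 fold change of 1.01 (standard error 0.23). The median was 0.27 (adjusted p = 4.36e-06 from camera, and adjusted p = 0.491 with an estimated correlation). None of 53 genes of DNA replication passed, and the median was 0.25 (adjusted p = 2.04e-06 from camera, and adjusted p = 0.491 with an estimated correlation). When adjusted over the list alone, 0 genes of these last 4 groups passed. In the 5 groups the call and the direction held under every normalization, filter and left-out array tried. The leaving out of control replicate 2 left 5 genes of ribosome biogenesis higher past the threshold, among them UTP20, ESF1, RIOK1 and RBM28, and 3 of N-glycosylation and GPI anchors, among them ALG6 but neither PIGW nor ALG8. PSMG1, POLR3G and GTF3C6 no longer passed it then, and the median of the proteasome list was 0.25. With quantile normalization POLR3G did not pass and the median of the DNA replication list was 0.15.

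Medians of 0.05 (-0.05 with quantile normalization, for oxidative phosphorylation) to 0.18 were found in 4 further groups, each called upward at the preset correlation and none with an estimated one (adjusted p = 0.491 to 0.637). Of 55 genes of the DNA damage response, 1 passed, GTF2H5, a part of the repair factor TFIIH, with a log2 fold change of 1.04 (standard error 0.23). The median was 0.18 (adjusted p = 0.000914 from camera, and adjusted p = 0.565 with an estimated correlation), and the call was lost with quantile normalization (adjusted p = 0.0679) and without control replicate 1 (adjusted p = 0.142). Of 30 genes of the nuclear envelope and lamina, 1 passed, ZMPSTE24, which cleaves prelamin A, with a log2 fold change of 0.88 (standard error 0.23). The median was 0.15 (adjusted p = 0.0434 from camera, and adjusted p = 0.491 with an estimated correlation), and the call was lost with quantile normalization (adjusted p = 0.463), with a mean log2 signal of at least 5 (adjusted p = 0.179), among the brightest 14305 probe sets (adjusted p = 0.141), without ORM replicate 2 (adjusted p = 0.154) and without control replicate 1 (adjusted p = 0.262). Of 21 heat shock genes, 1 passed, the co-chaperone gene BAG1 with a log2 fold change of 1.04 (standard error 0.16), and 2 were higher when adjusted over the list alone. The median was 0.14 (adjusted p = 0.00542 from camera, and adjusted p = 0.565 with an estimated correlation), with the call lost without ORM replicate 2 (adjusted p = 0.0539). Of 47 genes of oxidative phosphorylation, 1 passed, SDHAF1, an assembly factor of complex II, with a log2 fold change of 0.87 (standard error 0.34). The median was 0.05 (adjusted p = 0.0355 from camera, and adjusted p = 0.637 with an estimated correlation), and it was -0.05 with quantile normalization (adjusted p = 0.783). Leaving out 1 array gave medians of 0.01 to 0.14 for that list and of 0.09 to 0.23 for heat shock, which was 0.06 with quantile normalization. The call of oxidative phosphorylation was also lost with a mean log2 signal of at least 5 (adjusted p = 0.268), among the brightest 14305 probe sets (adjusted p = 0.19), without ORM replicate 2 (adjusted p = 0.222) and without control replicate 1 (adjusted p = 0.677).

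The lists of hypoxia and glycolysis, of cholesterol synthesis and of quiescence had medians below 0 in ORM cells, with 0 to 3 genes of each list past the threshold. All 3 were called downward at the preset correlation and none with an estimated one (adjusted p = 0.491 to 0.637), and the first was not called without control replicate 2. Of 44 hypoxia-inducible and glycolytic genes, 2 passed, BNIP3L, a receptor for the removal of mitochondria, with a log2 fold change of -0.85 (standard error 0.32), and KDM7A, a histone demethylase, with -0.90 (standard error 0.30). The median was -0.30 (adjusted p = 0.00011 from camera, and adjusted p = 0.637 with an estimated correlation), but it was 0.03 against control replicate 1 and -0.67 against control replicate 2, and no shift was left without control replicate 2 (adjusted p = 0.818). None of 19 genes of cholesterol synthesis passed, and 2 were lower when adjusted over the list alone, HMGCS1, an enzyme of the mevalonate pathway, with -0.70 and SREBF2, a transcription factor of that pathway, with -0.69 (standard errors 0.16 and 0.16). The median was -0.19 (adjusted p = 0.0239 from camera, and adjusted p = 0.637 with an estimated correlation), and the call was lost without ORM replicate 1 (adjusted p = 0.0563) and without control replicate 1 (adjusted p = 0.594), with medians of -0.30 to -0.10 when 1 array was left out. Of 26 genes of quiescence and FOXO targets, 3 passed and were lower, HBP1 with a log2 fold change of -1.07 (standard error 0.30), CCNG2 with -1 (standard error 0.33) and YPEL5 with -0.93 (standard error 0.19). The median was -0.21 (adjusted p = 0.017 from camera, and adjusted p = 0.491 with an estimated correlation), and the call was lost without ORM replicate 2 (adjusted p = 0.0539) and by the t-test of the paper's methods (adjusted p = 0.0978). When adjusted over the list alone, 0 genes of the groups of DNA damage, nuclear envelope, oxidative phosphorylation and hypoxia passed, and YPEL5 passed in that of quiescence. BNIP3L, KDM7A, HBP1, CCNG2, YPEL5, ZMPSTE24 and SDHAF1 no longer passed the threshold without control replicate 2, KDM7A and ZMPSTE24 did not with quantile normalization, and KDM7A and BNIP3L did not with median centring.

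**Figure D2:**
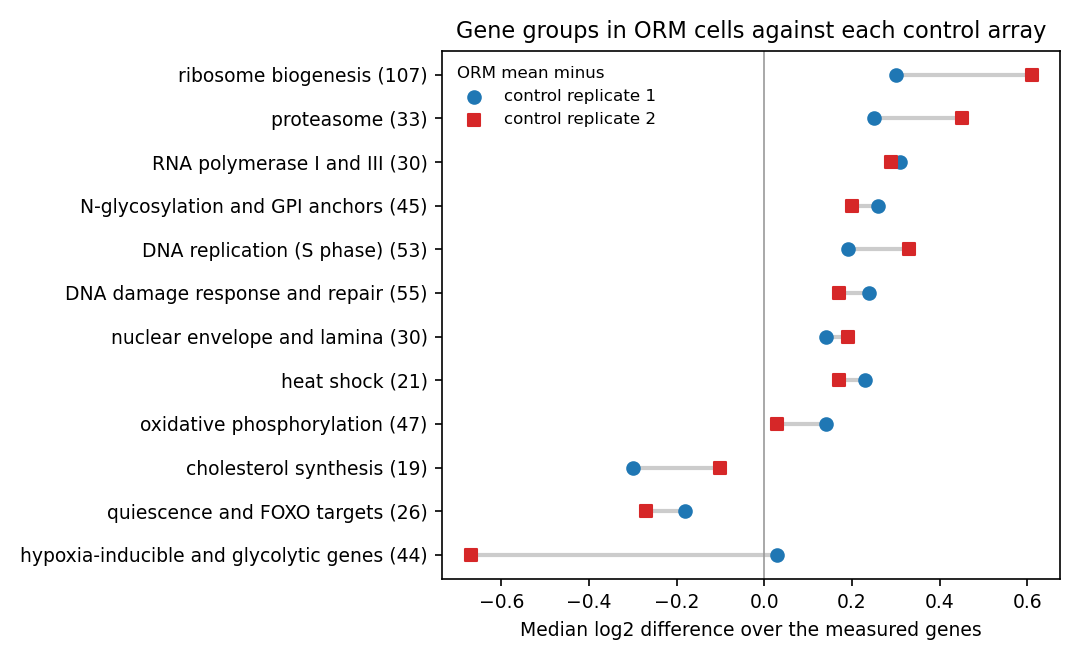
Median log2 difference (horizontal axis) between the mean of both ORM arrays and control replicate 1 (blue circles) or control replicate 2 (red squares) over the measured genes of each group, whose number stands in brackets. The ribosome biogenesis genes lie at 0.30 and 0.61, the hypoxia-inducible and glycolytic genes at 0.03 and -0.67, and the small shift of oxidative phosphorylation turns to -0.05 with quantile normalization.

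The paper proposes from its results that confined migration might contribute to an altered transcriptional profile of moving cells.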

**Fig. 3:**
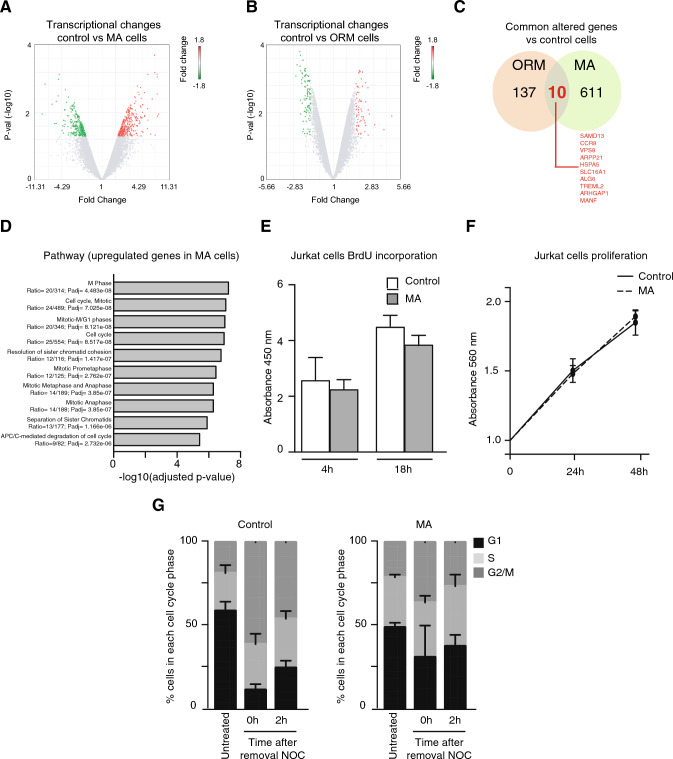
Persistent migration induces changes in the transcriptional profile of migrating cells. **A** mRNA from control and MA Jurkat cells was isolated and the number of differentially expressed genes was analyzed by microarray. Volcano plot shows significant changes of gene transcripts in control and MA cells. **B** Control and ORM Jurkat cells were lysed, and the number of differentially expressed genes was analyzed by microarray. Volcano plot shows significant changes of gene transcripts in control and ORM cells. **C** Venn diagram representation of common transcriptional changes (10 transcripts, labeled in red) between ORM and MA cells compared to control cells. **D** Pathway enrichment analysis based on differentially upregulated genes in MA Jurkat cells. **E** Control and MA Jurkat cells were incubated with BrdU for 4 and 18 h. Then, cells were fixed and BrdU incorporation quantified. Mean n = 6 replicates ± SD. **F** Control (dark line) and MA (dashed line) Jurkat cells were cultured at indicated times and cell proliferation was quantified by MTT assay. Mean n = 3 replicates ± SD. **G** Control and MA cells were cultured in the presence or not of nocodazole (100 ng/ml) for 16 h. Then, cells were washed and the cell cycle was determined at indicated times. Bar graph shows the cell cycle profile analysis of control and MA cells following release from nocodazole inhibition. Mean n = 3 replicates ± SD

### Migrating cells through confined conditions show altered basal levels of DNA damage markers and resistance to apoptosis

To further elucidate the functional consequences of nuclear changes induced by persistent cell migration, we explored how MA cells might present differences in their survival and response to apoptosis. Cell migration is also known to favor DNA damage upon extreme nuclear deformability [24, 25], and we found that most of the non-migrating cells showed low levels of γH2AX (a well-known DNA damage marker), in contrast to fresh ORM cells (Fig. 4A). Likewise, we studied the levels of γH2AX and phospho-ATM (another DNA damage marker) in MA cells and found higher levels of both proteins in MA cells compared to control cells (Fig. 4B, and Supplementary Fig. S5A–C), indicating that cells undergoing transient and persistent migration increased the basal levels of DNA damage. To further confirm this hypothesis, we performed a comet assay of control, ORM, and MA cells to measure the basal DNA damage level. We quantified the length and intensity of the comet tail and found that comet descriptors were higher for ORM and MA cells compared to controls (Fig. 4C, D). These observations prompted the hypothesis that the mechanical stress during cell migration would presumably have an impact on how leukemia cells respond to therapy. Interestingly, our pathway analysis showed that MA cells might downregulate genes involved in endoplasmic reticulum stress and unfolded protein response (Fig. 4E and Supplementary Table S4), which might be relevant for drug resistance in cancer [26]. To assess how persistent migration might affect cell viability, we treated control and MA cells with methotrexate, a DNA biosynthesis inhibitor used in clinics against multiple human pathologies [27]. Notably, we found that MA cells showed higher resistance to apoptosis than control cells (Fig. 4F, G). A similar tendency was observed using lower or higher concentrations of methotrexate (Supplementary Fig. S5D). To further confirm these results, we treated cells with bleomycin to induce DNA damage and found that control cells were more sensitive to DNA damage and presented a bigger tail moment than ORM and MA cells, consistent with our previous observation using methotrexate (Supplementary Fig. S5E, F). Overall, these observations suggest that persistent migration would facilitate the resistance to apoptosis and the adaptation to conventional therapies of invasive moving cells.

**Fig. 4:**
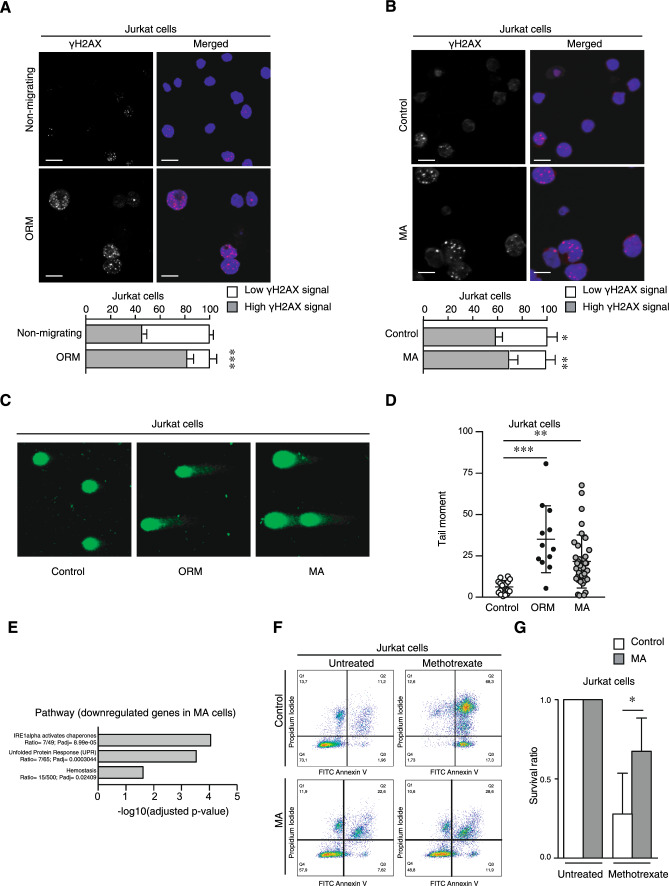
Confined migration leads to aberrant DNA damage response of moving cells. **A** Non-migrating and ORM Jurkat cells were seeded on poly-L-lysine-coated glasses and stained with DAPI (blue) and anti-γH2AX antibody (red) for their analysis by confocal microscopy. Bar 10 μm. Graph shows the percentage of cells with more than 2 visible foci for γH2AX (dark grey, as high γH2AX signal). Mean n = 116–118 ± SD (3 replicates). **B** Control and MA Jurkat cells were seeded on poly-L-lysine-coated glasses, stained, and analyzed by confocal microscopy. Bar 10 μm. Graph shows the percentage of control and MA Jurkat cells with more than 2 visible foci for γH2AX. Mean n = 28–35 cells ± SD (2 replicates). **C** Control, ORM, and MA Jurkat cells were embedded in agarose and lysed. Alkaline comet assay by electrophoresis was performed to visualize the DNA by fluorescence microscopy. **D** Graph shows the tail moment analysis of the comet assay in (**C**). Mean n = 32–60 cells ± SD (3 replicates). **E** Pathway enrichment analysis based on differentially downregulated genes in MA Jurkat cells. **F** Control and MA Jurkat cells were cultured in the presence or not of methotrexate (1 μM) for 24 h. Then, cells were collected and stained with annexin V-FITC and propidium iodide for their flow cytometry analysis. **(G)** Graph shows the survival ratio of control and MA Jurkat cells upon normalization to their untreated conditions. Mean n = 3 ± SD. (*) P < 0.05, (**) P < 0.001, (***) P < 0.001

### Persistent migration promotes changes in the chemotactic response of moving cells and their capacity to infiltrate tissues in vivo

Given that actomyosin contractility controls the nuclear size and cell migration [28, 29], we first tested whether the levels of phospho-myosin might be altered in MA cells. We did not observe remarkable differences in the activation of myosin in control or MA cells (Suppl Fig. S6A). Moreover, we treated MA cells with blebbistatin (a myosin contractility inhibitor) and evaluated whether myosin inhibition might alter the aberrant lamin B1 redistribution of MA cells. Our results indicate that lamin B1 remained in its aberrant redistribution in MA cells treated with blebbistatin (Fig. 5A), whilst the nuclear area was reduced (Fig. 5B). As confined migration has been linked to invasive phenotypes of cancer cells, we interrogated whether MA cells might acquire a different migratory capacity and found that they showed a higher chemotactic response compared to control cells in vitro (Fig. 5C). We also observed that MA cells overexpressed the subunit β1 of integrin, which is involved in cell adhesion and leukemia infiltration (Supplementary Fig. S6B). Interestingly, MA cells showed a slight increment in their capacity to penetrate into a 3D collagen matrix, even in the absence of FBS (Fig. 5D, and Supplementary Fig. S6C). To advance on these in vitro results and determine the ability of MA cells to infiltrate into the bone marrow and spleen of immunodeficient mice [30], we injected an equal number of control and MA cells labeled with vital dyes into the tail vein of recipient mice and found a reduction of MA cells reaching these tissues related to harboring metastatic leukemia cells (Fig. 5E, and Supplementary Fig. S6D). These results indicate that persistent confined migration alters the distribution of lamin B1 independent of myosin contractility and has a dual impact on the migratory capacity of MA cells, increasing their chemotactic response and reducing their invasiveness in vivo.

**Fig. 5:**
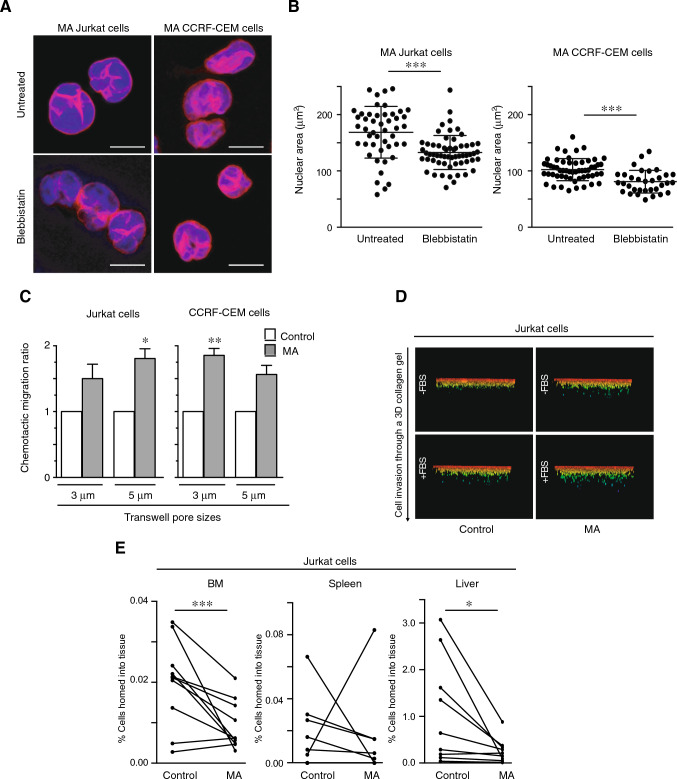
Confined migration has a dual impact on the chemotactic response and in vivo invasiveness of moving cells. **A** MA Jurkat cells were cultured in the presence or absence of blebbistatin (1 μg/mL) for 1 h at 37 ºC. Then, cells were seeded on poly-L-lysine coated coverslips, fixed and analyzed by confocal microscopy. Bar 10 μm. **B** Graph shows the nuclear area from cells in (**A**). Mean n = 132–158 isolated nuclei ± SD. **C** Control and MA Jurkat and CCRF-CEM cells were seeded on the top of Transwell chambers and allowed to migrate in response to serum (FBS). Cells were collected from the bottom chamber after 24 h and quantified. Mean n = 3 replicates ± SD. **D** Control and MA Jurkat cells were seeded on the top of a collagen matrix and allowed to penetrate into the collagen in response to serum (FBS, fetal bovine serum) for 24 h. Cells were fixed, stained with propidium iodide and serial confocal sections were captured. Images show the cell penetrability into the collagen. **E** Control (Cell Tracker Far Red +) and MA (CFSE +) Jurkat cells were mixed and injected into the tail vein of 10 NSG mice. After 24 h, labeled cells in spleen, liver and bone marrow were determined by flow cytometry. Graph shows the percentage of control and the MA cells analyzed in each animal. Mean n = 10. (*) P < 0.05,(**) P < 0.001, (***) P < 0.001

### Aberrant lamin B1 redistribution and basal DNA damaged induced by persistent migration are dependent on actin polymerization

An additional actor involved in cell migration and nuclear changes is the actin cytoskeleton, which reorganizes around the nucleus regulating the nuclear morphology and chromatin upon mechanical stress [31, 32]. We stained control, ORM and MA cells with phalloidin to determine how cells attached onto 2D surface and whether perinuclear actin might reorganize around or over the nucleus. We did not see any significant difference in perinuclear filaments and the F-actin disposition (Supplementary Fig. S7A); however, we observed differences in the cell spreading of ORM and MA cells compared to control cells (Supplementary S7B). Interestingly, when we analyzed the levels of F-actin in the nucleus, we observed an increment of F-actin in MA cells compared to controls, whilst isolated nuclei from ORM cells showed a slight reduction in the levels of F-actin (Fig. 6A). As we found that lamin B1 redistributed in MA cells, we used specific drugs to depolymerize or stabilize actin filaments and found that latrunculin B (an inhibitor against actin polymerization) treatment was sufficient to rescue the localization of lamin B1 at the nuclear periphery in MA cells (Fig. 6B, C, Supplementary Fig. S7C, D). Likewise, MA cells treated with latrunculin B showed a reduction in the nuclear area, whilst the pharmacological stabilization of polymerized actin with jasplakinolide did not promote any effect (Fig. 6D). In addition to actin polymerization, several kinases trigger lamin B1 redistribution, such as Cdk1 (cyclin-dependent kinase 1) and protein kinase C (PKC) [33]. To determine whether these kinases might affect the phenotype observed in MA cells, we incubated these cells with specific inhibitors and observed that none of them rescued the normal lamin B1 redistribution (Supplementary Fig. S7E). Moreover, we did not see any reduction in the nuclear area of MA cells upon these treatments, and even roscovitine, a Cdk1 inhibitor, seemed to increase it (Supplementary Fig. S7F). Finally, several reports show that actin cytoskeleton is required during DNA damage response [34, 35]. Notably, we found that actin polymerization also affected the levels of γH2AX in MA cells, as latrunculin B treatment reduced the basal levels of γH2AX, whereas jasplakinolide treatment exhibited a more similar phenotype to untreated MA cells (Fig. 6E, F). Taken together, our results indicate that actin polymerization might mediate the nuclear changes induced by persistent cell migration in MA cells.

**Fig. 6:**
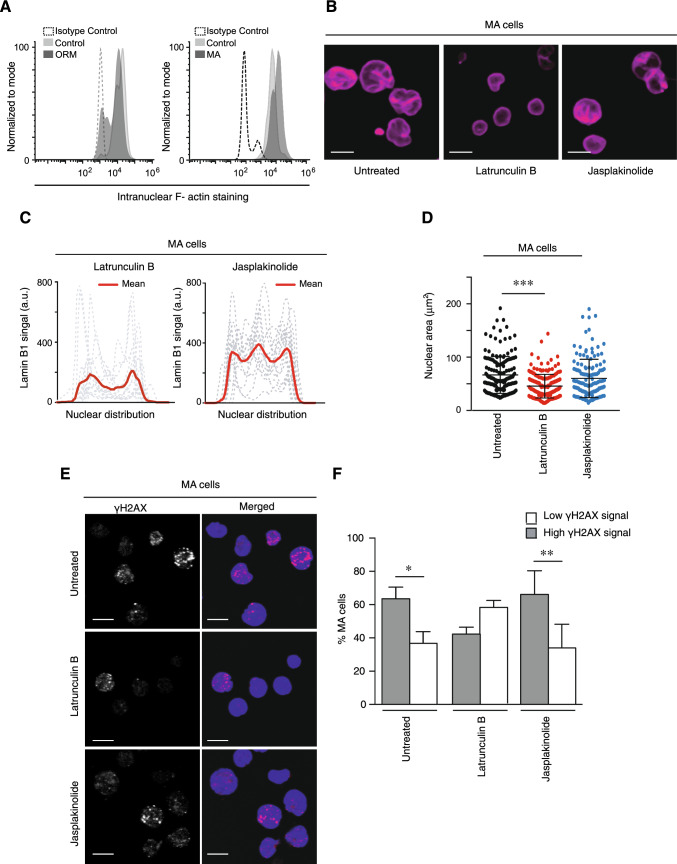
Actin polymerization balance regulates the nuclear changes described for MA cells. **A** Flow cytometry expression of F-actin in the isolated nuclei of control, ORM and MA cells. **B** MA Jurkat cells were cultured in the presence or absence of latrunculin B (1 μg/mL) and jasplakinolide (1 μg/mL) for 1 h at 37ºC. Then, cells were seeded on poly-L-lysine coated coverslips, fixed and analyzed by confocal microscopy. Bar 10 μm. **C** Line plots show the signal profile of lamin B1 from 15 representative nuclei. The red line indicates the mean intensity of the profiles analyzed. **D** Graph shows changes in the nuclear area of MA Jurkat cells under indicated treatments. Mean n = 145–185 nuclei ± SD (3 replicates). **E** Control and MA Jurkat cells were treated or not with latrunculin B or jasplakinolide for 1 h. Cells were fixed, permeabilized and stained with DAPI (blue) and γH2AX (red) for their analysis by confocal microscopy. Bar 10 μm. **F** Graph shows the percentage of cells with more than 2 visible foci for γH2AX from (E). Mean n = 53–82 nuclei ± SD (3 replicates). (*) P < 0.05,(**) P < 0.001, (***) P < 0.001

### Migrating cells through confined conditions alter their global chromatin compaction state

As a first approach to characterize the mechanical behavior of the nucleus, we addressed its response under osmotic stress. The balance of ions regulates the osmotic pressure and the chromatin compaction in the nucleus [36]. We observed that isolated nuclei from MA cells responded better to an increase of the concentration of cations (42% of shrinking compared to 10% of nuclei from control cells), whilst the cation depletion caused by the addition of EDTA promoted higher swelling in isolated nuclei from control cells rather than from MA cells (60% and 30% of increment in the nuclear area, respectively; Fig. 7A, B). To further demonstrate that MA cells might present differences in the chromatin compaction state, we treated MA cells with chaetocin (a histone methyltransferase inhibitor) and found that it increased the nuclear area of MA cells (Supplementary Fig. S8A), suggesting that the chromatin compaction of MA cells was different to control cells and sensitive to histone modifiers activity. We interrogated whether the disposition of lamin B1 might be also affected by osmotic stress. First, we observed that the nuclear isolation process reduced the aberrant lamin B1-stained lobs we described in intact ORM and MA cells (Fig. S8B). We also observed that swelling or shrinking conditions did not alter significantly the localization of lamin B1 (Fig. S8B). Similarly to the response of isolated nuclei from MA cells to osmotic stress, we isolated the nuclei from ORM cells and found that a similar increment of the nuclear area in untreated conditions and a bigger shrinking capacity upon cation addition (Fig. S8C).

**Fig. 7:**
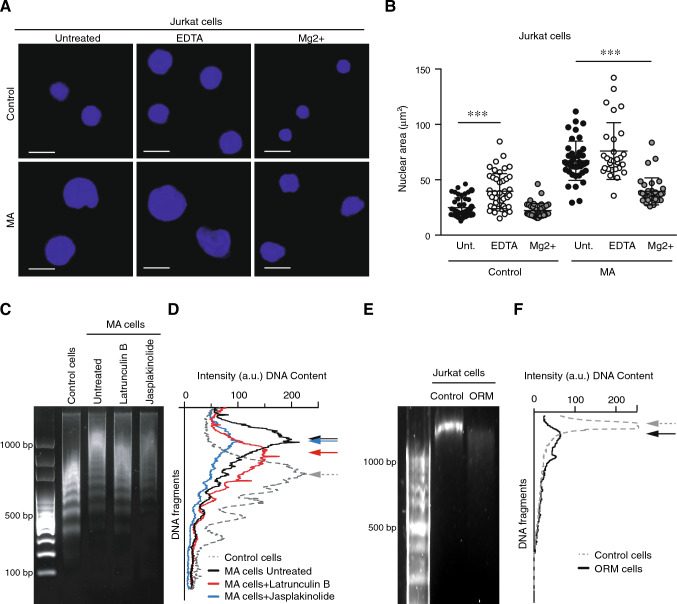
Confined migration promotes changes in the global chromatin configuration of moving cells. **A** Isolated nuclei from control and MA Jurkat cells were seeded on poly-lysine coated glasses. Then, osmotic stress conditions were induced by the addition of EDTA (swelling conditions) or MgCl_2_ (shrinking conditions). Nuclei were fixed, permeabilized and stained with DAPI for their analysis by confocal microscopy. Bar 10 μm. **B** Graph shows the nuclear area quantified from (**C**). Mean n = 29–46 isolated nuclei ± SD (2 replicates). **C** Control and MA Jurkat cells were treated or not with latrunculin B or jasplakinolide for 1 h. Then, cells were collected, and their DNA was digested with DNAse for 15 min and resolved in an agarose gel. **D** Graph shows the nucleosomal releasing profile from control (dashed line) and MA Jurkat cells as in (C). Arrows indicate the maxima DNA peaks in each cell population. **E** Control and ORM Jurkat cells were collected, and their DNA was digested with DNAse for 15 min and resolved in an agarose gel. **F** Graph shows the nucleosomal releasing profile from control (dashed line) and ORM Jurkat. Arrows indicate the maxima DNA peaks in each cell population. (***) P < 0.001

The global chromatin compaction might be determined by the genomic sensitivity to enzymatic digestion of DNAses, and by treating control and MA cells with DNAse I, we found that MA cells showed a chromatin conformation more resistant to DNA digestion (Fig. 7C). Furthermore, as actin might control also the chromatin compaction [28], we next investigated whether actin polymerization might regulate the global chromatin conformation in MA cells. We found that latrunculin B treatment reverted the chromatin state of MA cells, showing a DNA digestion profile more similar to control cells (Fig. 7C, D, Supplementary Fig. S8D, E). Consistent with this point, we performed in situ DNA digestion and verified that control cells were more sensitive to DNA digestion (visualized as a reduction in the nuclear area by DNAse activity) than MA cells (Supplementary Fig. S8F, G). To further characterize the global chromatin state of ORM cells, we performed a similar DNAse digestion assay and found that these cells presented a highly sensitive chromatin to DNA digestion, suggesting a more relaxed-chromatin conformation than control cells (Fig. 7E, F). Altogether, our results indicate that the nuclear response to osmotic shock and the chromatin compaction might be altered in cells that underwent confined migration.

### Confined migration promotes changes in the biomechanical landscape of the nucleus

As we described changes in lamin B1 and the chromatin state, both of which contribute to the mechanical properties and size of the nucleus [37], we exerted mechanical pressure forces onto isolated nuclei from control and MA cells and observed that the nuclear area of MA cells increased 2.5-fold under external pressure, whilst control cells showed only 1.77-fold (Fig. 8A, B, Supplementary Fig. S9A, and S9B). This indicates that MA cells showed a higher nuclear deformability compared to control cells. Furthermore, we observed a similar behavior upon mechanical compression for isolated nuclei from ORM cells that increased their nuclear deformability compared to control cells (Supplementary Fig. S9C). To assess the local mechanical response of isolated nuclei from control and migrating cells, we employed an approach based on the poroelastic behavior of the nucleus when subjected to chromatin deepening indentations using optical tweezers. By indenting at increasing depths across the nuclear periphery (~ 50–1200 nm), we obtained force-relaxation curves to estimate the stiffness (*E*), and the poroelastic diffusion coefficient (*D*_p_), both assumed inhomogeneous under exploring nuclear deepness. Whereas the former measures the local rigidity of the chromatin as a function of its molecular compaction, the second is a dynamic magnitude that accounts for the ability of water to permeate the nuclear porous structure upon compression. The results obtained for isolated nuclei from control, ORM, and MA cells revealed that ORM cells display a significant increase of both E and D_p_. These alterations of the nuclear mechanical properties were not detected in MA cells, whose response to optical tweezer indentation was similar to that observed for control cells (Fig. 8C, D). To further validate this observation, we performed atomic force microscopy (AFM) indentation of isolated nuclei from control, ORM, and MA cells and calculated the mean stiffness for the three populations. Our results revealed that isolated nuclei from ORM cells showed a heterogeneous population with an increased average value of E than their counterparts from control or MA cells (Fig. 8E and Supplementary Fig. S9D). Together, our results demonstrate that cells might modify the nuclear deformability upon mechanical forces and its biophysical landscape depending on transient or persistent migration.

**Fig. 8:**
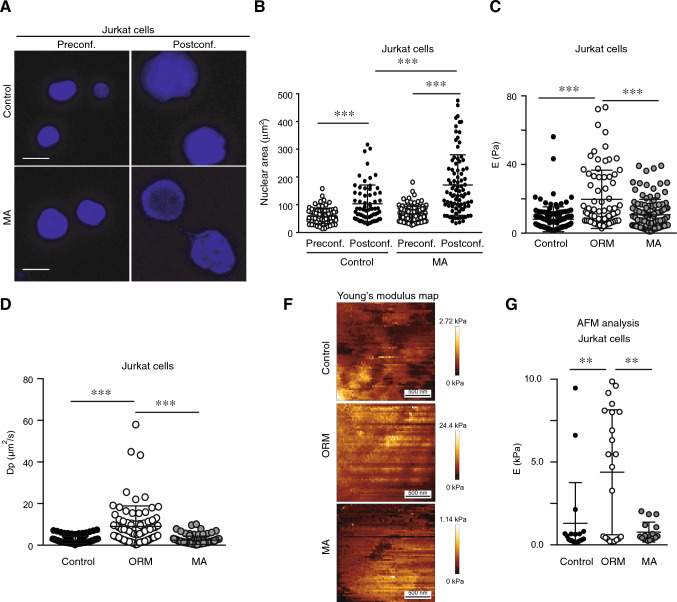
The nucleus alters its biomechanical behavior and compression in response to confined migration.** A** Isolated nuclei from control and MA Jurkat cells were stained with DAPI and seeded on poly-L-lysine-coated coverslips. Confocal sections of the nuclei were taken before (Preconf.) and after (Postconf.) confinement. Bar 10 μm. **B** Graph shows the nuclear area from cells in (**A**). Mean n = 66–89 isolated nuclei ± SD (3 replicates). **C**, **D **Isolated nuclei from control and MA Jurkat cells were seeded on polylysine-coated glasses and subject to indentation by optical tweezers. Graphs show the values of the stiffness (**E**) and the poroelastic diffusivity coefficient (Dp) calculated based on the nuclear indentation data for nuclei of control, ORM and MA cells. Mean n = 76–122 isolated nuclei ± SD (3 replicates). **E** Isolated nuclei from control, ORM, and MA cells were seeded on polylysine-coated dishes and imaged by AFM (Atomic Force Microscopy). PeakForce Tapping image of a representative nucleus for each condition captured with a maximum indentation force of 0.3 nN. Bar 500 nm. **F** Graph shows the Young's modulus values for isolated nuclei from control, ORM, and MA cells. Each point corresponds to the average value for a nucleus, calculated from at least 4000 force curves. Mean n = 17–22 isolated nuclei (4 replicates) ± SD. (***) P < 0.001.

## Discussion

In this work, we pointed out a connection between cell migration and permanent changes in the nucleus that lead to functional consequences in cell biology. The nucleus is a mechanosensory organelle that has to alter its mechanical and morphological characteristics for multiple cellular functions, including migration, development, and tumor invasiveness [38, 39]. To undergo migration, cells have to sense their physiological environment to control their integrity and functions [40, 41]. This is particularly important as extracellular migratory and mechanical signals regulate the adaptability of cells, their stemness, differentiation and genomic instability, and are linked to many human diseases [42–44].

Despite previous evidence showing that cell migration through confined spaces promotes nuclear ruptures, protein redistribution, and DNA damage in nuclear alterations [25, 45, 46], their long-term consequences remain still unclear. In contrast to the one-round of cell migration through 3 μm of pore size (where transient nuclear changes and lamin B1 distribution recovered their normal phenotype after 24 h), our persistent cell migration approach shows that MA cells adapted to three repeated rounds of cell migration by altering their nuclear morphology and lamin B1 distribution in a permanent manner. This transition highlights how cells might respond depending on the migratory stimulus and whether this is occasional or repeated. Furthermore, the aberrant redistribution of lamin B1 and other nuclear envelope components suggests that ORM and MA cells showed more nuclear lobs than control cells. A similar approach to study stable nuclear changes has been used in other cell types [19, 25, 47]; nonetheless, most of these changes were focused on lamin A and genomic alterations [47, 48], rather than on other nuclear components and the biomechanical aspect of these phenomena. Lamin A, and not lamin B, is the major contributor to the mechanical response of the nucleus [49]; and recently changes in nuclear adaptation depending on LAP1 and lamin A has been described, whilst the silencing of lamin B does not alter LAP1 adaptation [50]. Our observations related to lamin B1 redistribution differ from previous reports and might be of particular interest for hematological malignancies and immune cells, where lamin A expression is more restricted [20].

It has been reported the impact of cell confinement in stem cell reprogramming and cell rejuvenation [51–53]. Likewise, a broad range of changes related to transcription, chromatin compaction, and metastatic progression has been described upon mechanical constraints; nonetheless, these changes diverge depending on the mechanical stress in microfluidic devices, 3D conditions or specific cell culture confinement [54]. Our results suggest that confined migration promotes transcriptional changes in ORM and MA cells. Interestingly, minimal changes were observed in ORM cells compared to major transcriptional changes found in MA cells. Furthermore, only 10 altered genes were shared between ORM and MA cells, which might highlight how transient or persistent migration might have different impact on the genomic state of migrating cells. We identified changes in MA cells related to several biological processes, such as cell division and proliferation, in agreement with previous studies showing how biophysical stimuli control cell fate and differentiation [55, 56]. Indeed, there are evidences showing that mechanical stress regulates cell cycle progression and genomic instability that leads hyperploidy [57, 58]. Although we did not see significant changes in cell proliferation, we cannot discard that under physiological conditions or external stimuli, these changes might have potential implications in promoting cell state alterations and genomic instability and heterogeneity in cancer cells. In line with this idea, we observed that MA cells were more resistant to arrest in the G2/M phase compared to control cells when we forced their blocking with nocodazole.

This genomic instability observed in migrating cells might be linked not only to the cell cycle but also to DNA damage response, as recent studies have described the localization and upregulation of several markers of DNA damage in migratory cells under high nuclear deformation [59]. So far, nuclear lamins and deformability seemed to be involved in cell growth, DNA damage response, and cellular stress [60]. MA cells showed high basal levels of γH2AX and p-ATM but resisted apoptosis better than control cells. This chemoresistance to antimetabolites might be due to differences in cell proliferation or the metabolic activity of tumor cells [61]. Interestingly, our data indicated a downregulation in MA cells of genes related to unfolded protein response and endoplasmic reticulum stress, fundamental in chemoresistance [62]. While this is a simple model to induce apoptosis, a plausible explanation is that under specific circumstances, aberrant nuclear changes and high basal levels of DNA damage markers would be protective for MA cells against specific conventional therapies. This agrees with the idea that the steady state of γH2AX is critical for cell cycle regulation and the maintenance of genomic integrity [63, 64].

Although we observed increased chemotactic response of MA cells during migration, we found defective colonization of MA cells into different organs in vivo. The discrepancy between chemotactic response and cell homing into tissues might be due to the multistep biology of cell migration, as many different proteins and factors contribute to effective cell migration. For instance, an increment in the cell adhesion arrest might reduce the ability of cells to extravasate, and we have observed that MA cells increased the levels of β1 integrin. Moreover, when we attached cells on a 2D surface, we identified that ORM and MA cells showed differences in their cell spreading area compared to control cells. This suggests that other molecular pathways could also be regulating the migration strategy used by MA cells, which might become less invasive than control cells in vivo. Another plausible explanation of the defective cell migration in vivo of MA cells might be the migratory exhaustion of these cells, which would transit from a more effective movement into a more static condition. Together, our findings indicate that the potential adaptation of MA cells might have a dual effect on reducing their ability to reach other tissues, and on promoting other functions, such as cell survival and proliferation.

The cell skeleton, including actin polymerization and its associated proteins, is critical in many nuclear events, including chromatin compaction, and gene transcription [65, 66]. One exciting implication of our results is that actin depolymerization seemed to recapitulate the DNAse sensitivity of the chromatin in MA cells, in parallel to their lamin B1 redistribution at the nuclear periphery. Although it has been reported that myosin contractility transmits extracellular signals into mechanical changes [29], our data support the idea that the aberrant redistribution of lamin B1 observed in MA cells depends on actin polymerization rather than myosin activity. We also observed that latrunculin B treatment recovered the sensitivity of genomic DNA in MA cells, aligning with other results where actin homeostasis drugs alter the chromatin structure [67]. In fact, it has been reported that the actin cytoskeleton is critical for nuclear integrity and DNA repair in constricted migration [68]; and, in agreement with this, we observed that inhibiting actin polymerization also reduced the levels of γH2AX in MA cells.

It has been reported that cell migration through constrictions might alter genomic regions independently of transcriptional regulation [19]. As the nuclear changes observed in ORM and MA cells might have a direct role to modulate the biomechanical properties of the nucleus, and due to its role as a mechanosensor [69], we analyzed the mechanical features of the nucleus upon persistent and transient migration by combining nuclear swelling, nuclear compression, and indentation by optical tweezers and atomic force microscopy. Previous works show nuclear swelling and compression as good experimental approaches to study the mechanical response of the nucleus [70, 71]. Our experiments reveal that ORM and MA cells show significant differences from a mechanical point of view. On one hand, the global mechanical response of the isolated nuclei assessed by confinement assays showed that the nuclei of migrated cells (both ORM and MA) are more deformable. On the other hand, the study of the local mechanical response of the outer layer of the nuclei by optical tweezers and AFM (until ~ 1200 nm depth in optical tweezers and ~ 70 nm depth in AFM), exposed an increase of E and D_p_ in the nucleus of ORM cells, which was not observed in MA cells. In our experiments, we verified a distinct mechanical behavior of ORM and MA nuclei that might be due to the development of a sort of accommodation of the internal architecture of MA nuclei after three rounds of migration. This originates a more mechanically homogeneous MA nuclei population compared to that from ORM nuclei (this is reflected in the dispersion of E and Dp data). In addition, while MA cells presented more compacted chromatin than control cells, ORM cells showed a less dense chromatin state, which can account for the larger Dp values observed for this condition.

In conclusion, our findings highlight how migratory cells respond in structurally regulated ways to mechanical compression both in the short- and long-terms. We identify several nuclear and functional changes, which provide novel insights into alterations in the nucleus and functions of the cell. Finally, we demonstrate that altered nuclei showed quantitative differences and heterogeneity in their mechanical properties, given an integrative biophysical signature that might lead to broad implications for development, aging, cancer, and mechanobiological processes.

## Materials and methods

### Cell lines and culture

The human Jurkat (CVCL_0367) and CCRF-CEM (RRID: CVCL_0207) cell lines were from ATCC, American Type Culture Collection. Both cell lines were monthly tested for mycoplasm contamination and maintained in culture in RPMI 1640 medium with L-glutamine and 125 mM HEPES (Sigma Aldrich, St. Louis, MO, USA) and 10% fetal bovine serum, FBS (Sigma-Aldrich) and maintained in 5% CO_2_ and 37ºC.

One-round migration (ORM) cells were collected from the bottom chamber of Transwell inserts (Corning Costar, 6.5 mm diameter, 3 μm pore size) after 24 h. For recovery assays, collected ORM cells were used to perform experiments (fresh condition); or kept in culture conditions for an additional 24 h and then used to perform experiments (after 24 h condition). Migratory-altered (MA) cells were generated as follows: Jurkat or CCRF-CEM cells were allowed to migrate in transwells for 24 h; then, migrated cells were collected from the bottom chamber, counted and added again to the upper chamber of new inserts, under the same conditions. The same process was repeated 3 times. Finally, migrated cells from the bottom chamber were collected, expanded and kept in culture conditions as MA cells.

#### Immunofluorescence

Cells were cultured in suspension, treated or not with specific inhibitors, for 1 h at 37ºC. Cells were seeded onto poly-L-lysine-coated glass slides for 30 min. Then, cells were fixed with 4% paraformaldehyde (15 min) and permeabilized with 0.5% Tx-100 in PBS (5 min). Samples were blocked in 10% FBS and 0.1% Tx-100 in PBS for 1 h at RT, and then incubated with appropriated primary antibodies for an additional hour. After washing with PBS, samples were incubated with secondary antibodies (1 h at RT), stained with DAPI 1 µg/mL (10 min at RT), washed with PBS and H_2_O, and mounted. Images were acquired on an inverted DMi8 microscope (Leica) using an ACS-APO 63 × NA 1.30 glycerol immersion objective. Quantification and analysis of images were determined using ImageJ.

#### Electron microscopy

Cells were fixed for 1 h in 3% glutaraldehyde in PBS and then washed twice with PBS. Samples were post-fixed in 1% osmium tetroxide and 0.8% potassium ferricyanide for 1 h at 4ºC and washed with PBS prior to dehydration with an increasing gradient of ethanol (30%, 50%, 70%, 80%, 90% and 100%) of 10 min per step. Samples were embedded in LX112 resin and were polymerized for 48 h at 60ºC. 60–80 nm sections were placed in copper grids of 75 mesh and stained with 5% uranyl acetate for 30 min and lead citrate for 4 min. Samples were viewed in a JEOL 1230 TEM and images were taken with a CMOS TVIPS 16 Mpx camera.

#### Nuclear confinement

Cell nuclei were isolated by incubating cells in buffer A (10 mM HEPES (pH 7.9), 10 mM KCl, 1.5 mM MgCl_2_, 0.34 M sucrose, 10% glycerol, 1 mM dithiothreitol (DTT), 0.1% Tx100, and Roche protease inhibitor cocktail) for 5 min at 4 ºC and centrifuged for 5 min at 4 °C at 3500 rpm. Nuclei were resuspended in TKMC buffer (50 mM Tris pH [7.5], 25 mM KCl, 3 mM MgCl_2_, 3 mM CaCl_2_), stained with DAPI 1 µg/mL and sedimented onto poly-L-lysine coated plate for cell confinement analysis (4D cell). A glass slide with micropillars of 3 µm height was stuck on the silicone macropillar attached to the lid of the confiner. When the lid was closed, the pillars pushed the confining slides onto the culture substrate and confined the nuclei to 3 µm. Images of at least 20 nuclei were taken with a 63 × objective before and after the confinement by an inverted confocal microscope.

#### Flow cytometry

Isolated nuclei were resuspended in TKMC buffer and nuclear size was measured with a CytoFlex (Beckman Coulter). To analyze protein levels, cells were blocked with human IgG (1:1000; 30 min), incubated with specific primary antibodies of interest (1:1 to IgG), washed twice with PBS, followed by appropriated fluorochrome-conjugated secondary antibody for 30 min. For intracellular proteins quantification, cells were fixed with PFA 4% for 5 min at RT, permeabilized with PBS Tx-100 0.1% for 5 min, and stained as described above. To analyze the cell cycle progression, 3 × 105 cells were fixed in ice-cold 70% (v/v) ethanol overnight. Then, cells were centrifuged and the pellet was incubated in PBS with RNAse (100 μg/ml), 0.1% Triton X-100 and propidium iodide (50 μg/ml) for 30 min at RT. Cells were washed, resuspended in 600 μl of PBS-EDTA 2 mM and analyzed by flow cytometry. In some cases, cells were preincubated with nocozadole (100 ng/ml) for 16 h. Then, cells were fixed and stained as described above. Data analysis was performed using the FlowJo software and the cell cycle distribution determined by G1, S, and G2/M cell populations. Flow cytometry was performed with a FacSort. All data were analyzed using the Flow Jo software (Flow Jo LLC, Ashland, OR, USA).

#### Optical tweezers

Isolated cell nuclei resuspended in TKM buffer were mixed with polystyrene beads with a mean particle size of 3.0 μm (Sigma-Aldrich) at final concentrations of 10^7^ nuclei/ml and 0.005% (w/v), respectively. The optical tweezers device (SensoCell, Impetux Optics S.L.) is equipped with an ultra-stable single-frequency laser source (5 W, λ = 1064 nm) guided by acousto-optic deflectors and includes a direct force measurement platform capable of detecting the light scattered from the optical traps. The OT device is mounted on an inverted microscope (Eclipse Ti, Nikon) and a water immersion objective (Plan Apo VC 60XA/1.20 WI, Nikon) employed to focus the laser on the sample. A short-pass dichroic mirror transmits the bright-field illumination and reflects the IR trapping beam, and a short-pass filter was used to avoid IR laser radiation leaking. Sample bright-field imaging was captured by a CMOS camera (DCC1545M-GL, ThorLabs) and the optical traps were operated with LightAce software (Impetux Optics S.L.). For each indentation experiment, a volume of 40 μL of the sample was placed in a custom-made glass chamber. This chamber was mounted on the microscope and measurements were performed at 25 ºC. Only average-sized, round, symmetric nuclei with no alterations or major perturbations of their integrity were selected to perform the indentation routine. Indented nuclei got attached to the bottom surface of the glass chamber by unspecific interactions, and indenter beads were placed next to the nuclear envelope at axial positions and approximately 2 μm above the bottom surface of the chamber. Indenter beads had a nominal diameter of 3 µm, but the exact diameter of each bead used for indentation was measured by image analysis using the Fiji software. The indentation process consisted of pushing the nucleus radially by generating an oscillation of the indenting bead with a probing amplitude allowing to penetrate the nuclear chromatin but avoiding the outer nucleus membrane from breaking. The fixed parameters of the oscillation are the shape (squared), frequency (0.5 Hz, which is enough to permit a complete relaxation between consecutive cycles), and offset (100%). The amplitude was variable, and the routine was set to sweep the 0.6–1.6 μm range with steps of 0.05 or 0.10 μm. Data were acquired during 45 s for each amplitude step. For each indentation experiment, the elasticity constant of the trap was calculated by using a particle scan routine included in the LightAce software. We wrote a specific Matlab (MathWorks) script to analyze the data from the files obtained by the custom-made Labview indentation routine. This script analyzes each force–time curve for every indentation cycle and to calculate the stiffness from the indentation force values and the water diffusivity from the poroelastic relaxation times.

#### Statistics

Statistical analysis and comparisons were made with GraphPad Prism6. The numerical data are presented as mean ± SD. Differences between means were tested by Student's t test for two groups comparison. Where 3 or more groups were analyzed, one-way ANOVA was performed. P-values are indicated by asterisks ((*) P < 0.05; (**) P < 0.01; (***) P < 0.001).

## Consent for publication

All authors consent the manuscript for publication.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5 (AVI 6618 KB)

Supplementary file6 (AVI 7097 KB)

Supplementary file7 (AVI 7929 KB)

Supplementary file8 (AVI 9180 KB)

Supplementary file9 (AVI 5563 KB)

Supplementary file10 (AVI 5843 KB)

Supplementary file11 (AVI 6408 KB)

Supplementary file12

## Data Availability

The accession numbers for the transcriptional microarray analyses are GSE214365 and GSE239463. All relevant data are available from the corresponding author upon reasonable request.

# Supplementary material for: Mechanical stress confers nuclear and functional changes in derived leukemia cells from persistent confined migration
**Source:** Cell Mol Life Sci. 2023 Oct 6;80(11):316. doi: 10.1007/s00018-023-04968-5
**Supplement:** Supplementary file 1 — Supplementary file1

**Mechanical stress confers nuclear and functional changes in derived leukemia cells from persistent confined migration.**

A. de Lope-Planelles, R. González-Novo, E. Madrazo, G. Peralta Carrero, M.P. Cruz Rodríguez, H. Zamora-Carreras, V. Torrano, H. López-Menéndez, P. Roda-Navarro, F. Monroy, J. Redondo-Muñoz.

**Supplementary Materials and Methods.**

**Supplementary Figures S1-S8.**

**Supplementary Tables S1 and S3.**

**Supplementary Movies S1-S7.**

**SUPPLEMENTARY MATERIALS AND METHODS**

| **Antibodies & reagents** | **Conc use** | **Host** | **Company** | **#Cat** |
| --- | --- | --- | --- | --- |
| Anti-lamin B1 | 1:100 | Mouse | Santa Cruz | 365962 |
| Anti-Emerin | 1:100 | Mouse | Santa Cruz | sc-2584 |
| Anti-Sun 2 | 1:100 | Mouse | Santa Cruz | Sc-377459 |
| Anti-pH2AX | 1:1000 | Rabbit | Cell Signaling | 2577 |
| Anti-EZH2 | 1:1000 | Rabbit | Cell Signaling | 5246 |
| Anti-SYK | 1:1000 | Rabbit | Cell Signaling | D3Z1E |
| Anti-PKC-β | 1:1000 | Rabbit | Thermo Fisher | PA5-13740 |
| Anti-WDR5 | 1:1000 | Rabbit | Bethyl | A302-430-A-M |
| Anti-beta 1 subunit | 1:100 | Mouse | Gift from Prof. Sánchez-Madrid | TS2/16 |
| Anti-pATM | 1:100 | Rabbit | Invitrogen | MA1-2020 |
| Anti-pH2AX | 1:100 | Mouse | Invitrogen | 14-9865-82 |
| Anti-phosphomyosin | 1:1000 | Mouse | Abcam | Ab277790 |
| Anti-β-actin | 1:100 | Rabbit | Sigma-Aldrich | SAB5600204 |
| CF647- anti-mouse IgG (H+L) | 1:100 | Donkey | Biotium | 20042 |
| CF594- anti-rabbit IgG (H+L) | 1:100 | Donkey | Biotium | 20152 |
| Anti-rabbit HRP- conjugated | 1:5000 | Goat | BioRad | 170-6515 |
| Anti-mouse HRP- conjugated | 1:5000 | Goat | BioRad | 170-6516 |
| Phalloidin |  |  | Invitrogen | A12379 |
| CellTrace™ CFSE | 1 µM | - | Thermo Scientific | C34554 |
| CellTrace™ Far Red | 1 µM | - | Thermo Scientific | C34564A |
| DAPI | 1:1000 | - | Sigma-Aldrich | 62248 |
| Poly-Lysine | - | - | Sigma-Aldrich | 25988-63-0 |
| DACO | - | - | Sigma-Aldrich | 10981 |
| Propidium iodide | 50 μg/ml |  | Sigma-Aldrich | P4864 |
| MTT | 1:10 | - | Sigma-Aldrich | CT01-5 |
| Methotrexate | 1 μM | - | Sigma-Aldrich | M9929 |
| Proteinase K | 1 μg/mL | - | Sigma-Aldrich | P1308 |
| RNAse A | 100 μg/ml | - | Sigma-Aldrich | R4875 |
| Roscovitine | 15 μM | - | Sigma-Aldrich | R7772 |
| Bleomycin | 40 μM | - | Sigma-Aldrich | B7216 |
| Chaetocin | 1 μM | - | Sigma-Aldrich | C9492 |
| Staurosporine | 50 nM | - | Sigma-Aldrich | 19-123-M |
| Enzastaurin | 2 nM | - | Sigma-Aldrich | SML0762 |
| Blebbistatin | 50 μM | - | Sigma-Aldrich | B0560 |
| Nocodazole | 100 ng/ml | - | Sigma-Aldrich | 487928 |
| Latrunculin B | 1 μg/mL | - | Enzo | BMC-T110_0001 |
| Jasplakinolide | 1 μg/mL | - | Enzo | ALX-350-275-C050 |
| DNAse I | 1U or 50U | - | Thermo Fisher | EN0521 |
| 35 mm glass-bottomed plates | - | - | Ibidi | 80136 |
| Phenol:chloroform:isoamyl alcohol | - | - | Panreac | A0889.0250 |

**Immunoblotting.** Cells were washed with cold PBS, lysed in sample buffer and then sonicated (15 s at 70 % amp) using a Microson XL2000 (Misonix). Protein samples were boiled and resolved by 7.5-15 % SDS-PAGE and transferred to nitrocellulose membranes (GE Healthcare Life Science). After electrophoresis, membranes were with 5% low fat milk in TBS-Tween (0.1 %) for 1h at RT and incubated overnight with primary antibodies (1:1000) at 4ºC with rotation. After washing with TBS-Tween 0.1%, membranes were incubated with HRP-labelled secondary antibodies (1:5000) for 1 hour at room temperature. Protein signal was developed using the enhanced chemiluminiscent detection method (Amersham) and analyzed in a ChemiDoc (Bio-Rad). For the stripping process, membranes were washed 3 times with stripping buffer (1.5% Glycine, 1% SDS and 1% NP-40 pH=2.2) for 1h each wash, before blocking and incubating with the proper primary antibodies as described above. Quantification and analysis of images was performed using ImageJ.

**Real-Time PCR (qPCR).** Total RNA was extracted using TRI reagent (Sigma) and genomic DNA was digested with 1U DNAse I, 2.5 mM MgCl2 (Promega) at 37ºC for 30 min. 5mM EDTA and 10 min at 65ºC was used to stop digestion. 1 μg of purified RNA was retrotranscribed using First Strand cDNA synthesis kit (Thermofisher) and cDNA concentrations were quantified using a NanoDrop ND-1000 Spectrophotometer (Fisher Scientific). Oligonucleotides for selected genes were designed according to the PrimerQuest Tool (IDT): *JAK2:* 5´-GCAACAGGAACAAGATGTGAAC-3´ and 5´-TTCCCTCCATTTCTGTCATCG-3´; *EZH2*: 5’-TTTCCAACACAAGTCATCCC-3’ and 5’-AACCCACATTCTTATCCCC-3; and *qTBP:* 5´-CGGCTGTTTAACTTCGCTTC-3´ and 5´-CACACGCCAAGAAACAGTGA-3´. Quantitative real-time PCR (qRT-PCR) was performed on a Roche LightCycler 96 following the manufacturer's instructions. Assays were made in triplicates and results normalized according to the expression levels of TBP. Melt curve analysis was performed at the end of PCR to confirm the presence of a single, specific product. The results were expressed using the ΔΔCt method for quantification.

**RNA microarray**. The mRNAs from cells were isolated using the NucleoSpin RNA kit (Macherey-Nagel), according to the manufacturer’s instructions. The RNA purity and concentration were determined by Nanodrop measurement, and 1 μg of RNA was used for microarray analysis by Human Gene Clariom S Assay (Thermo Fisher Scientific). Data were processed, normalized and log2 transformed by the UCM-Genomic CAI Unit. Analysis was performed using Transcriptome Analysis Console and Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8. Microarray data set used in this study is deposited at GEO (accession numbers #GSE214365 and #GSE239463).

**Osmotic stress**. Isolated nuclei were resuspended in TKMC buffer and sedimented onto poly-L-lysine coated plates. Nuclei were incubated or not with 5 μM EDTA (swelling condition) or MgCl_2_ (shrinking condition) for 10 min. Then, nuclei were fixed, permeabilized, and stained for their visualization on the microscope. In some cases, cells were pretreated with chaetocin (1 μM) for 1 h before nuclear isolation. Quantification and analysis of images were determined using ImageJ software.

**Transwell invasion**. Chemotaxis experiments were carried out using Transwell inserts (Corning Costar, 6.5 mm diameter, 3 μm or 5 μm pore size). 100 μL of serum-free RPMI containing 2x10^5^ ALL cells under specific conditions were added to the upper chamber of the insert, and 600 μL of RPMI supplemented with serum to the bottom chamber. After 24 h, migrated cells were collected from the bottom chamber and counted to calculate migration index.

**Cell penetration assay**. A 100 µl collagen matrix was reconstituted at 1.7 mg/mL in RPMI, neutralized with 7.5 % NaHCO_3_ and 25 mM HEPES inside Transwell inserts (0.4 µm, Costar). After 1 h at 37 ºC, 100 µL of serum-free RPMI containing 3x10^5^ cells was added on the top of it. RPMI medium with 10% of FBS was added to the bottom chamber of the Transwell as chemoatractant. After 24 h, invading cells were fixed with 4% PFA for 1 h, permeabilized with 0.5% Triton-X-100 in PBS for 30 min and stained with propidium iodide. Invading cells were imaged with a sCMOS Orca-Flash 4.0LT camera (Hamamatsu) coupled 5 to an inverted DMi8 microscope (Leica), capturing serial z- stacks every 10 µm with a 10× objective (dry ACS APO 10x/NA 0.3).

***In-vivo* invasiveness**. NOD-SCID-Il2rg-/- (NSG) mice (Mus musculus), were bred and maintained at the Servicio del Animalario del Centro de Investigaciones Biológicas Margarita Salas (CIB-CSIC) with number 28079-21A. All mice were used following guidelines issued by the European and Spanish legislations for laboratory animal care. 5x10^6^ cells were labeled with Far Red Cell Tracker (1 µM, control cells) and CFSE (1 µM, MA cells) for 30 min. Then, cell populations were mixed and intravenously (IV) administered to 15 weeks-old non-conditioned NSG mice. Sacrifice was performed 24 hours after injection. Bone marrow from femurs, the spleen and the liver were extracted and processed through mechanical disaggregation. The resulting tissues and the peripheral blood were processed with RBC lysis buffer (Thermo Scientific), filtered with a 100 μm strainer (ClearLine), and analyzed by flow citometry (FACSCantoTM II, Becton Dickinson).

**MTT proliferation assay.** 1x10^5^ cells were seeded into microplates in 100 μl culture medium for 24 or 48 h. Then, 10 μl of the MTT labeling reagent was added, and the microplate was kept for 4 h at 37°C in a humidified atmosphere. MTT was solubilized using 100 µL of isopropyl alcohol and 20 µL of PBS-3% SDS. Absorbance was measured at 560 nm (Varioskan, Thermo Fisher).

**BrdU cell proliferation assay**. 2x10^4^ cells per condition were collected and then processed with the BrdU cell Proliferation Assay Kit (Cell Signaling) following the manufacturer’s instructions. Briefly, after the BrdU addition the cells were incubated for either 4h or 18h at 37ºC to allow them to replicate. Then the cells were fixed and stained, first with a primary antibody for 1h at RT and then with an HRP-conjugated secondary antibody for 30 min at RT. Finally, HRP substrate TMB was added to develop color, and the absorbance was measured at 450 nm (Varioskan, Thermo Fisher).

**Comet assay.** To detect small amounts of DNA damage, including single and double-stranded breaks, the comet assay kit (Abcam) was used following the manufacturer’s instructions. Briefly, 3x10^5^ control, ORM, and MA cells were embedded in agarose at a ratio of 1:10 in comet slides. In some cases, cells were preincubated with with 40 µM Bleomycin for 4 hours at 37°C before their addition into the agarose. The slides were immersed in 4°C lysis buffer for 90 min and later in freshly prepared alkaline unwinding solution for 90 min at 4°C. The slides were then placed in an electrophoresis slide tray with the alkaline solution and electrophoresis was performed (18 V for 30 min). The cells in agarose were washed in distilled water, fixed in 70% cold ethanol, dried and stained with 0.1 µg/mL SYBR-Gold for 30 min at room temperature and then viewed. The tail moment (TM=tail length x % of DNA in the tail) was analyzed by the CometScore software (TriTek).

**Cell viability.** Cells were treated with or without methotrexate (0.5-2 μM) for 24h, collected, washed in PBS and stained using the Annexin V-FITC Apoptosis Detection kit (Immunostep) according to manufacturer’s instructions. The number of living cells was determined by Flow Cytometry, and data analysis was performed using the software FlowJo.

**DNAse I-sensitivity assay.** Cells were resuspended in Lysis buffer (Tris-HCl 10 mM [pH 7.5], sucrose 300 mM, NaCl 150 mM, MgCl_2_ 5 mM, NP-40 0.5%, DTT 0.5 μM) with protease inhibitors. Then, lysates were digested with 1 U of DNAse I diluted in DNAse buffer (Tris-HCl 10 mM [pH 7.5], MgCl_2_ 2.5 mM, CaCl_2_ 0.5 mM) for 8 or 15 min at 25°C. Reactions were stopped by adding STOP buffer (Tris-HCl 10 mM [pH 8], EDTA 5 mM, NaCl 200 mM, SDS 0.2%), and samples were subsequently incubated with RNAseA for 30 min at 37°C and proteinase K 60 min at 52°C. Digested DNA was washed with phenol/chloroform and precipitated with 2.5 volumes of ethanol and 3 M sodium acetate at −80°C overnight. DNA pellet was dissolved in water and resolved in 1.5% agarose gel.

***In situ* DNAse assay**. Cells were seeded onto polylysine-coated glasses for 15 min at 37ºC and treated with CSK buffer (PIPES/KOH 10mM, NaCl 100 mM, sucrose 300 mM, MgCl_2_ 1mM) for additional 5 min at RT. Then, cells were incubated with DNAse I (50 U/ml) for 20 min. Remaining nuclei were clarified and stained with CSK buffer plus 125 mM (NH_4_)_2_SO_4_ and Hoechst 33342 for 5 min at RT. Then, nuclei were fixed with methanol at −20°C for 5 min, washed with CSK buffer and mounted. Images were acquired on an inverted DMi8 microscope (Leica) using an ACS-APO 63x NA 1.30 glycerol immersion objective. Quantification and analysis of images were determined using ImageJ.

**Atomic Force Microscopy (AFM).** AFM measurements were performed with a Nanowizard V (Bruker) mounted on an inverted microscope (Nikon Eclipse Ti-U) connected to a 1/1.2" IDS 3060 USB3.0 camera. 1x10^6^ isolated nuclei from control, ORM, and MA cells were seeded on coverslips (25 mm diameter, 1.5 mm thickness) coated with 100 µg/mL polylysine. Imaging was performed in filtered PBS at room temperature. Pre-calibrated Silicon Tip – Nitride cantilevers (PFQNM-LC-V2 Bruker) were used with a 70 nm tip radius. QI mode for nuclei in liquid with a maximum indentation force of 0.3 nN was used in a central area of the nucleus (64x64 pixels, scan size of 2 µm). Indentation curves were fitted within JPK Data Processing (Bruker).

**SUPPLEMENTARY FIGURES**

**
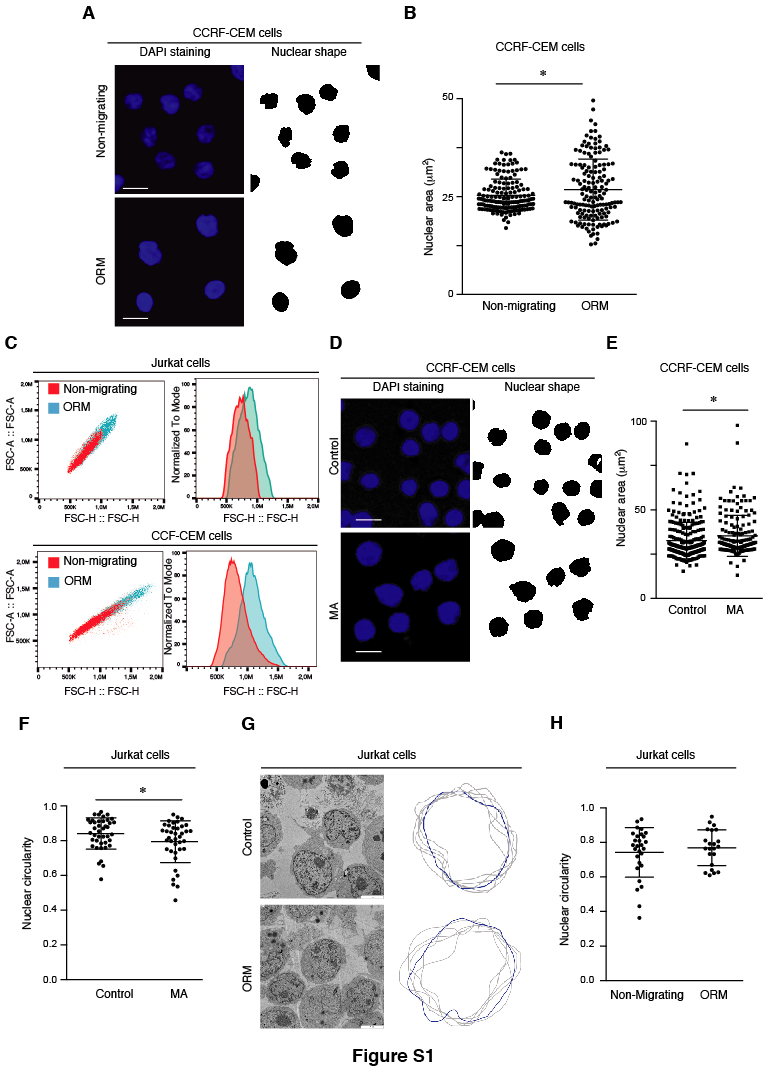
**

**Fig. S1. (A)** CCRF-CEM cells were allowed to migrate across 3 μm Transwell inserts for 24h. Non-migrating and one-round migrated (ORM) cells were collected from the upper and bottom chambers, respectively, sedimented on polylysine-coated glasses, fixed and stained with DAPI. Bar 10 μm. **(B)** Graph shows changes in the nuclear area of CCRF-CEM cells upon one round of migration through constrictions. Mean n= 157 cells ± SD (3 replicates). **(C)** Isolated nuclei from non-migrating and ORM cells were stained with DAPI, and their morphology and size were determined by flow cytometry. Graphs show the size of nuclei according to the FSC parameter. **(D)** Control and MA CCRF-CEM cells were sedimented on polylysine-coated glasses, fixed and stained with DAPI. Right panels indicate in black the area of the nuclei. Bar 10 μm. **(E)** Graph shows changes in the nuclear area of control and MA cells. Mean n= 161-258 cells ± SD (3 replicates). **(F)** Graph shows changes in the nuclear circularity of control and MA Jurkat cells quantified from images obtained in thin section electron microscopy. Mean n=39-41 cells ± SD. **(G)** Non-migrating and ORM Jurkat cells were collected and processed for thin section electron microscopy to visualize the nuclear morphology. Plots show changes in the nuclear circularity of non-migrating and ORM Jurkat cells (n=6 representative cells). **(H)** Graph shows changes in the nuclear circularity of non-migrating and ORM Jurkat cells quantified from images obtained in thin section electron microscopy. Mean n=22-28 cells ± SD.

**
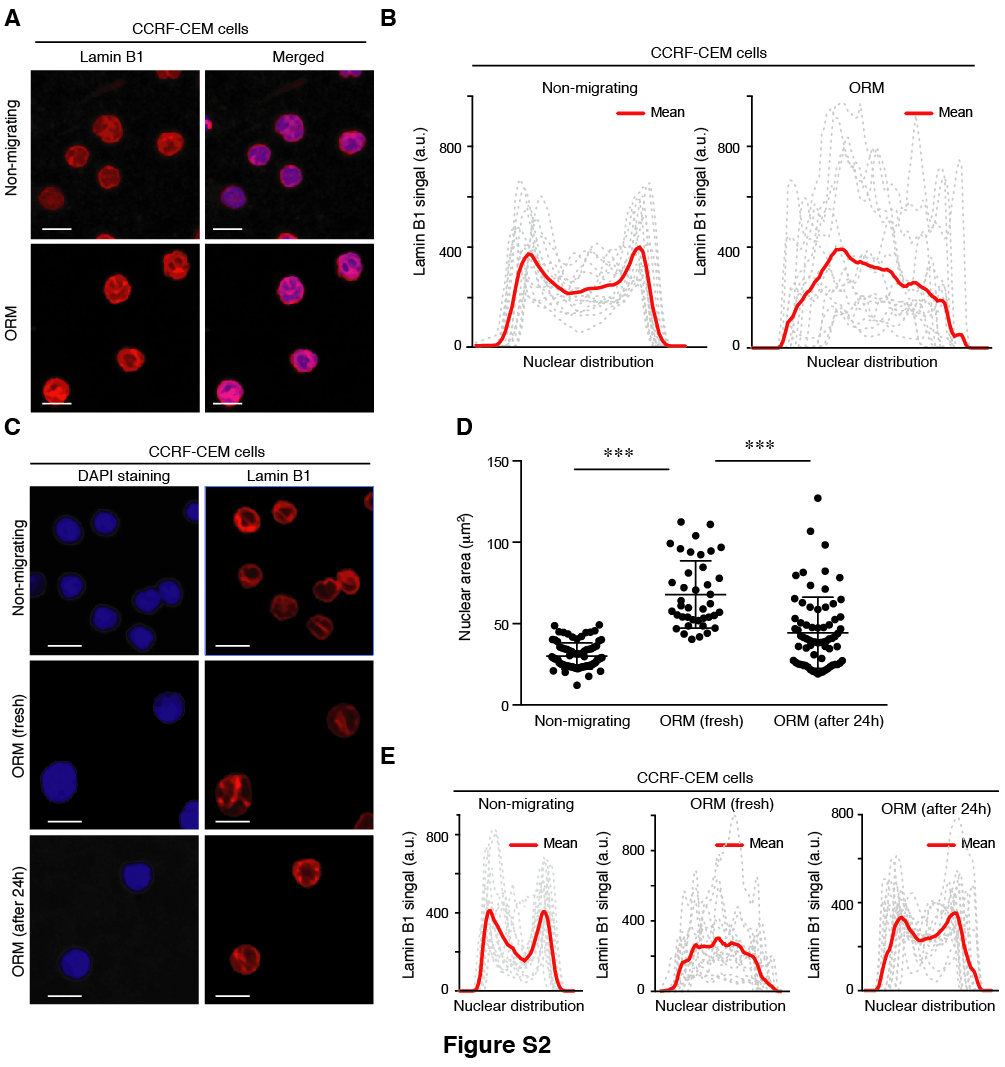
**

**Fig. S2. (A)** Non-migrating and ORM CCRF-CEM cells were seeded on polylysine-coated glasses and stained with DAPI (blue) and anti-lamin B1 antibody (red) for their analysis by confocal microscopy. Bar 10 μm. **(B)** Line plots show the signal profile of lamin B1 from 15 representative nuclei. Red line indicates the mean intensity of the profiles analyzed. **(C)** Non-migrating, fresh ORM, and ORM CCRF-CEM cells collected and cultured in suspension for an additional 24 h were seeded on polylysine-coated glasses and analyzed by confocal microscopy. Bar 10 μm. **(D)** Graph shows changes in the nuclear area of the cells from (C). Mean n=40-71 cells ± SD (2 replicates). **(E)** Line plots show the profiles based on lamin B1 intensity across 15 representative nuclei of the cells from (C). Red line indicates the mean intensity of the profiles analyzed.

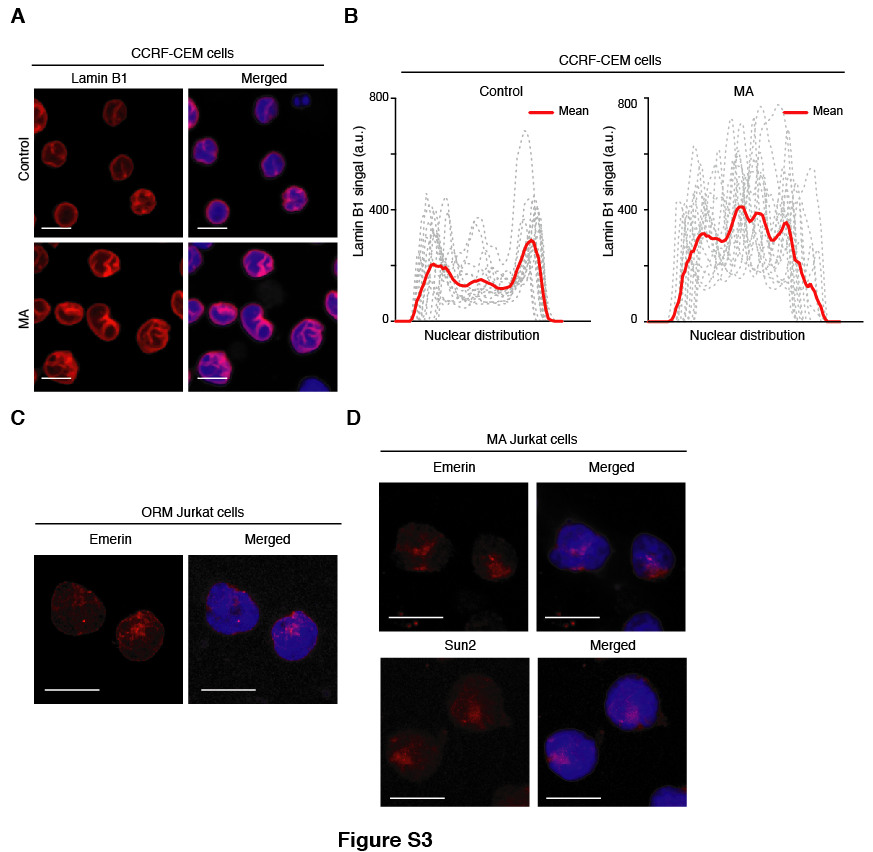

**Fig. S3. (A)** Control and MA CCRF-CEM cells were seeded on polylysine-coated glasses and stained with DAPI (blue) and lamin B1 (red). Bar 10 μm. **(B)** Line plots show the signal profile of lamin B1 from 15 representative nuclei. Red line indicates the mean intensity of the profiles analyzed. **(C)** ORM Jurkat cells were seeded on polylysine-coated glasses and stained with DAPI (blue) and emerin (red). Bar 10 μm. **(D)** MA Jurkat cells were seeded on polylysine-coated glasses and stained with DAPI (blue) and the specific nuclear envelope markers emerin and Sun2 (red). Bar 10 μm.

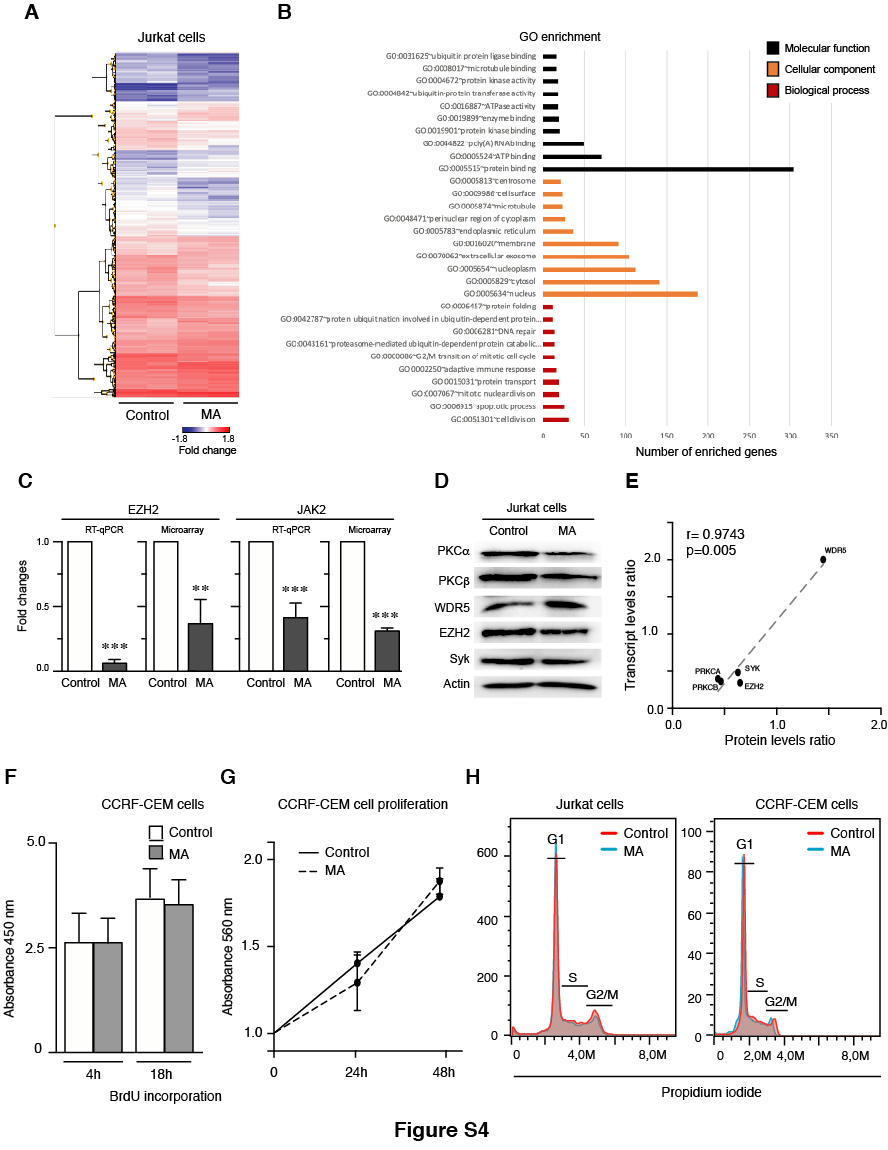

**Fig. S4. (A)** Control and MA Jurkat cells were lysed, and transcriptional changes determined by mRNA expression microarray. Heat map shows the relative gene expression patterns of control and MA cells. **(B)** Graph shows the top gene ontology (GO) enrichment results from the microarray analysis. **(C)** Graph shows the validation of microarray by qPCR. The expression of EZH2 and JAK2 was detected in control and MA cells by qPCR (3 replicates) and the microarray data (2 replicates). Error bars indicate standard deviations. **(D)** Representative immunoblots for PKCα, PKCβ, syk, EZH2 and actin in the whole cell lysates of control and MA Jurkat cells. **(E)** Plot shows the transcript-protein level pairs from 5 randomly selected proteins from the transcriptional analysis by microarray. Gene names, Pearson correlation analysis (r) and P value are indicated. **(F)** Control (dark line) and MA (dashed line) CCRF-CEM cells were cultured at indicated times and cell proliferation was quantified by MTT assay. Mean n = 3 replicates ± SD. **(G)** Control and MA CCRF-CEM cells were incubated with BrdU for 4 and 18 h. Then, cells were fixed and BrdU incorporation was quantified. Mean n = 6 replicates ± SD. **(H)** Control (red) and MA (blue) Jurkat and CCRF-CEM cells were fixed, permeabilized and stained with propidium iodide. Then, cell cycle progression was analyzed by flow cytometry. Graph shows the G1, S and G2/M phases according to DNA content.

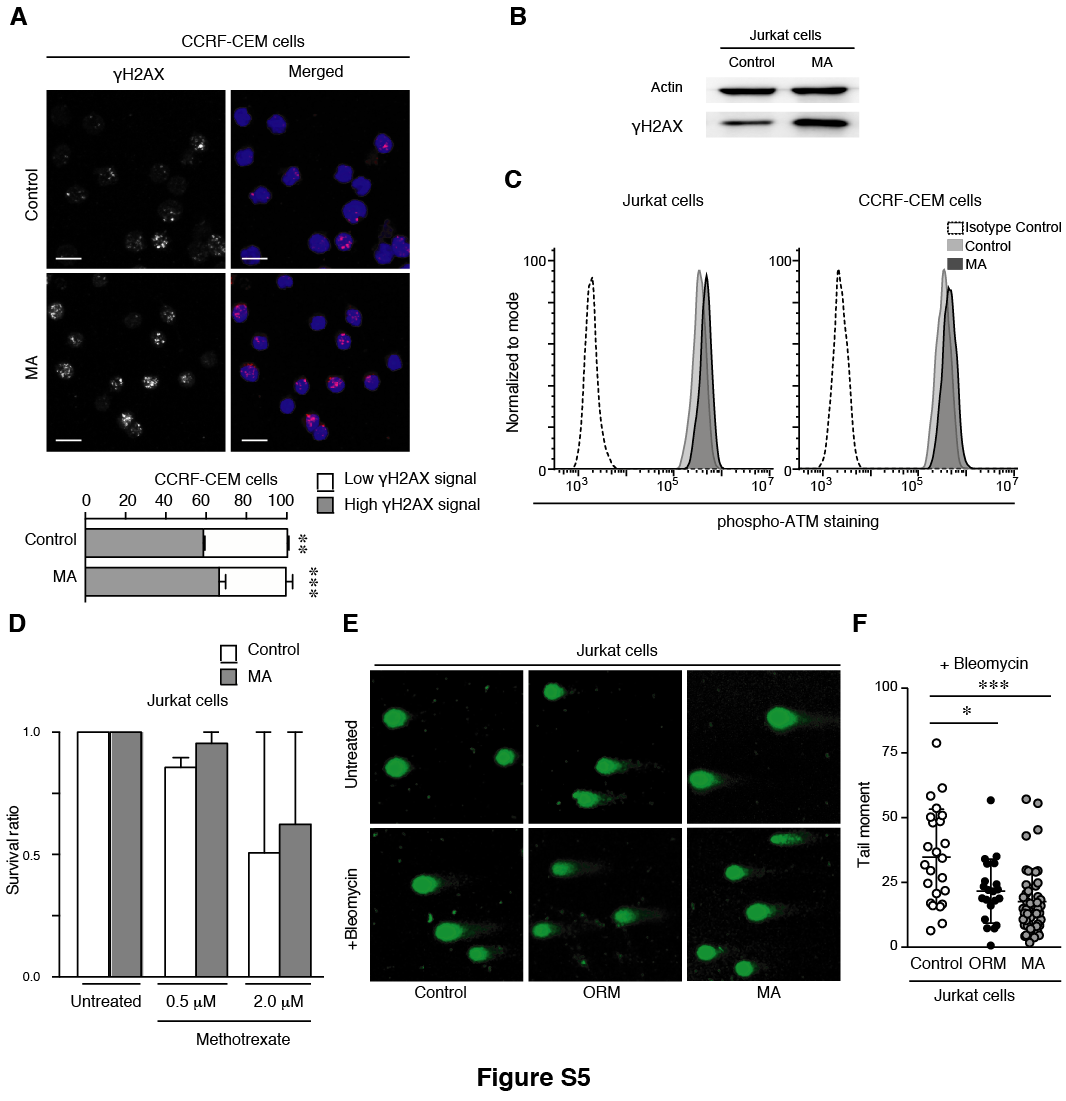

**Fig. S5. (A)** Control and MA CCRF-CEM cells were seeded on polylysine-coated glasses, stained, and analyzed by confocal microscopy. Bar 10 μm. Graph shows the percentage of control and MA CCRF-CEM cells with more than 2 visible foci for γH2AX. Mean n = 146-171 cells ± SD (3 replicates). **(B)** Control and MA Jurkat cells were lysed and the levels of γH2AX were resolved by westernblotting. Actin was used as internal loading control. **(C)** Control and MA cells were fixed, permeabilized and the levels of phospho-ATM were determined by flow cytometry. **(D)** Control and MA Jurkat cells were cultured in the presence or not of methotrexate (0.5 and 2 μM) for 24 h. Then, cells were collected and stained with annexin V-FITC and propidium iodide for their flow cytometry analysis. **(E)** Control, ORM, and MA Jurkat cells were cultured in the presence or not of bleomycin (40 µM) for 4 h. Then, cells were embedded in agarose, lysed and the DNA fluorescence was visualized by alkaline comet assay **(F)** Graph shows the tail moment analysis of the comet assay in (E). Mean n = 33-88 cells ± SD (2 replicates).

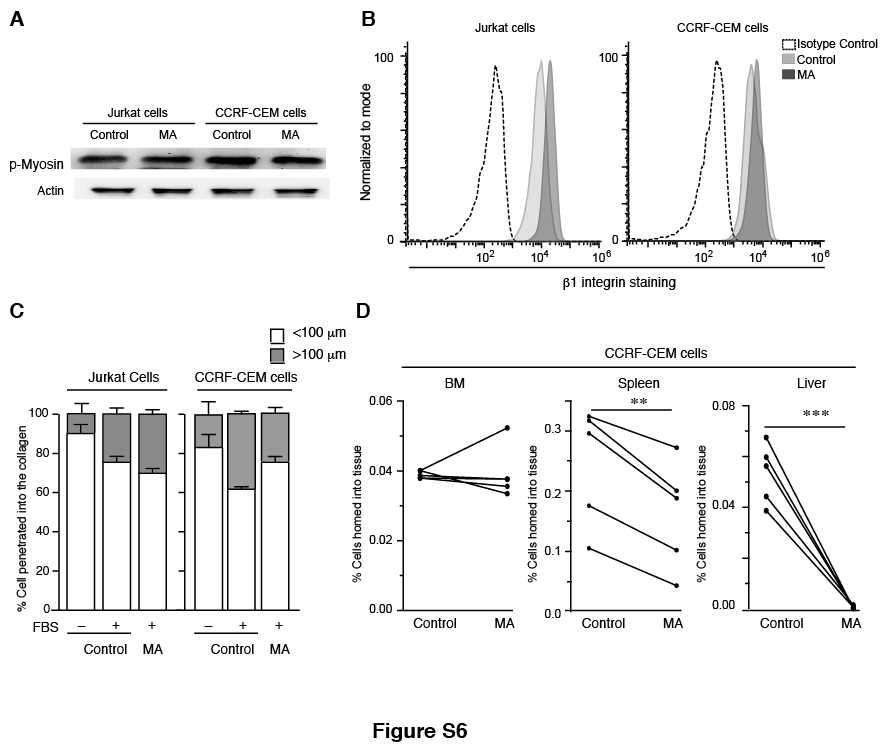

**Fig. S6. (A)** Control and MA Jurkat and CCRF-CEM cells were lysed and the levels of phospho-myosin were resolved by western blotting. Actin was used as internal loading control. **(B)** Graphs show then expression levels of the integrin subunit β1 at the cell surface of control and MA Jurkat and CCRF-CEM cells. **(C)** Control and MA Jurkat and CCRF-CEM cells were seeded on the top of a collagen matrix and allowed to penetrate into the collagen in response to serum (FBS, fetal bovine serum) for 24 h. Cells were fixed, stained with propidium iodide and serial confocal sections were captured. Graph shows the percentage of cells invading deeper than 100 μm. Mean n=3 replicates ± SD. **(D)** Control (Cell Tracker Far Red+) and MA (CFSE+) CCRF-CEM cells were mixed 1:1 and injected into the tail vein of 5 NSG mice. After 24 h, mice were sacrificed, and labeled cells from spleen, liver and bone marrow were collected and determined by flow cytometry. Graph shows the percentage of control and the MA cells analyzed in each animal. Mean n = 5.

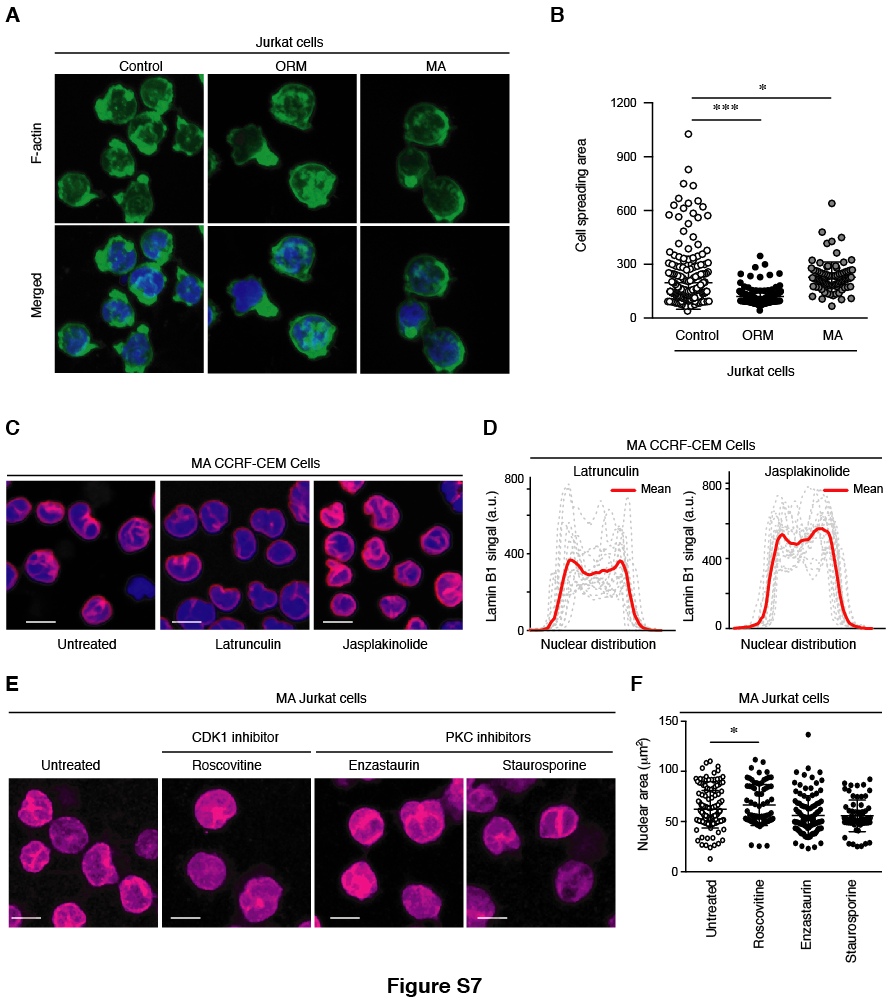

**Fig. S7. (A)** Control, ORM, and MA Jurkat cells were cultured on polylysine-coated glasses, fixed, permeabilized and stained for the indicated molecules. Bar 10 μm. **(B)** Graph shows the mean of cell spreading area of cells in (A). Mean n=89-246 cells ± SD (3 replicates). **(C)** MA CCRF-CEM cells were cultured in the presence or absence of latrunculin B (1 μg/mL) and japlakinolide (1 μg/mL) for 1 h at 37ºC. Then, cells were seeded on polylysine-coated glasses, fixed, permeabilized and stained with DAPI (blue) and anti-laminB1 (red) antibody. Bar 10 μm. **(D)** Line plots show the signal profile of lamin B1 from 15 representative nuclei. Red line indicates the mean intensity of the profiles analyzed. **(E)** Control and MA Jurkat cells were cultured in the presence or absence of roscovitine (15 μM, Cdk1 inhibitor), enzastaurin and staurosporine (50 nM, 2 nM, respectively, PKC inhibitors), for 30 min. Then, cells were fixed, permeabilized and stained with DAPI and anti-laminB1 antibody. Bar 10 μm. **(F)** Graph shows changes in the nuclear area of MA cells upon treatments in (C). Mean n=65-186 cells ± SD (3 replicates).

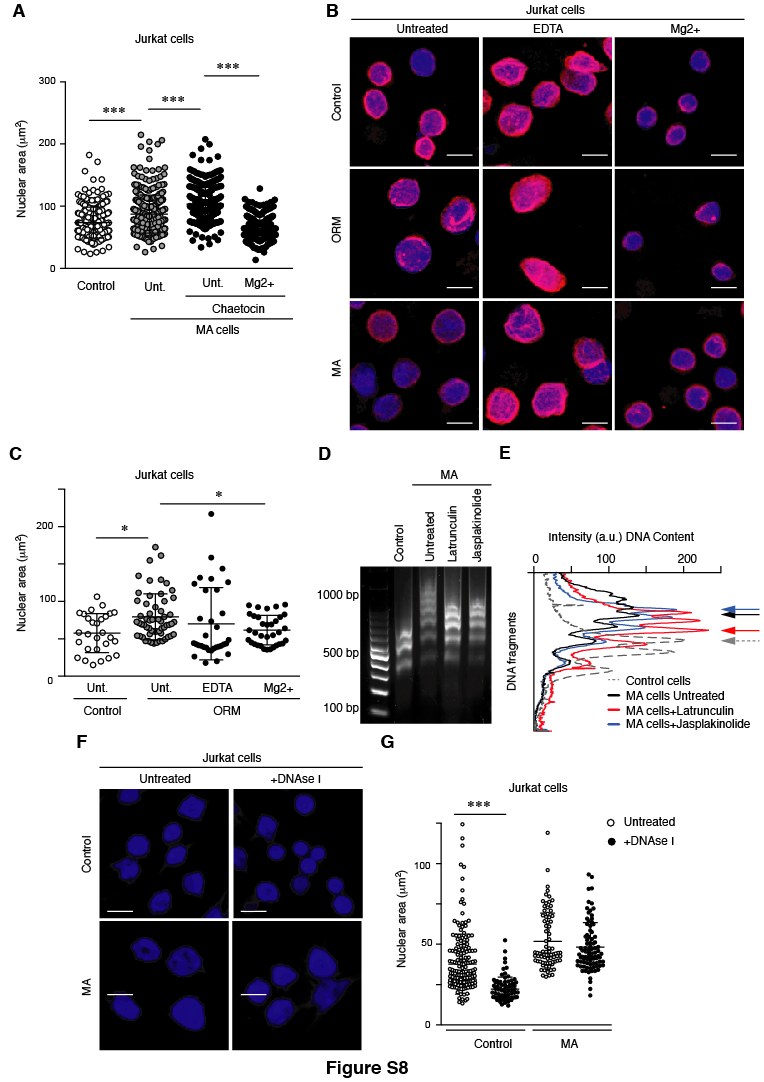

**Fig. S8. (A)** MA cells were preincubated with chaetocin (1 μM) for 1 h, then, nuclei from control and MA cells were isolated, sedimented on polylysine-coated glasses, and incubated under specific osmotic conditions induced by the addition of EDTA (swelling conditions) or MgCl_2_ (shrinking conditions). Then, nuclei were fixed, permeabilized, DAPI-stained and graph shows the nuclear area. Mean n = 206-360 isolated nuclei ± SD (3 replicates). **(B)** Isolated nuclei from control, ORM, and MA Jurkat cells were seeded on polylysine-coated glasses and incubated under specific osmotic conditions. Then, nuclei were fixed, permeabilized and stained with DAPI and an anti-lamin B1 antibody for their analysis by confocal microscopy. Bar 10 μm. **(C)** Graph shows the nuclear area of isolated nuclei of control and ORM Jurkat cells under osmotic stress conditions induced by the addition of EDTA (swelling conditions) or MgCl_2_ (shrinking conditions). Mean n = 11-81 isolated nuclei ± SD (2 replicates). **(D)** Control and MA Jurkat cells were incubated with indicated treatments, collected, and their DNA was digested with DNAse for 8 min. Then, DNA fragments were resolved in an agarose gel. **(E)** Graph shows the DNA degradation profile from control (dashed line) and MA Jurkat cells as in (D). Arrows indicate the maxima DNA peaks in each cell population. **(F)** Control and MA Jurkat cells were collected, and their DNA was digested with DNAse for 20 min. Then cells were stained with DAPI (blue), fixed, and analyzed by confocal microscopy. Bar 10 μm. **(G)** Graph shows changes in the nuclear area of control and MA Jurkat cells as in (G). Mean n=72-185 cells ± SD.

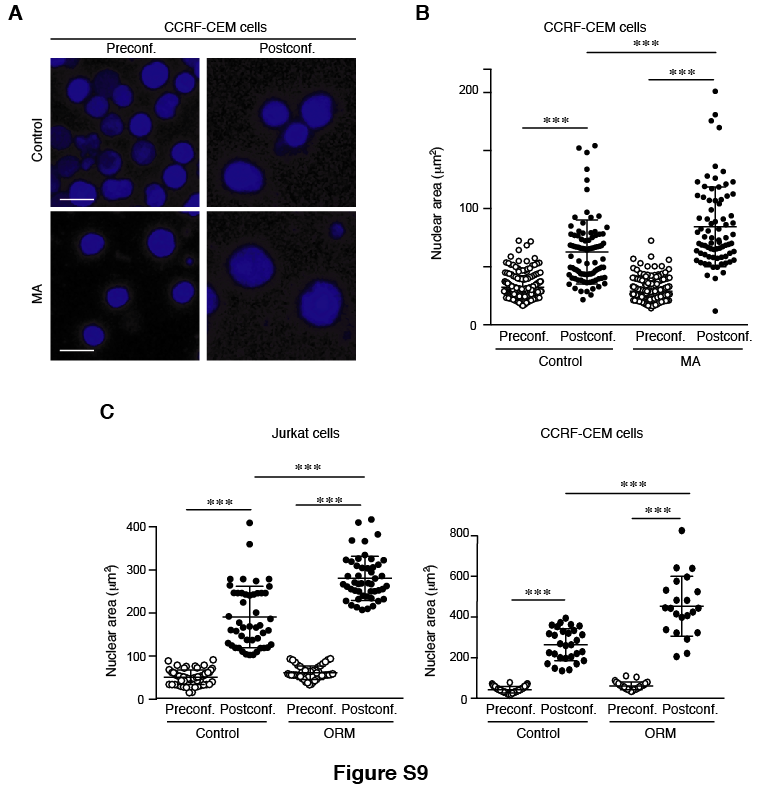

**Fig. S9. (A)** Isolated nuclei from control and MA CCRF-CEM cells were stained with DAPI and seeded on polylysine-coated glasses. Nuclear area was determined before (Preconf.) and after (Postconf.) confinement. Bar 10 μm. **(B)** Graph shows the nuclear deformability upon mechanical compression. Mean n = 78-88 isolated nuclei ± SD (3 replicates). **(C)** Graphs show the nuclear deformability upon mechanical compression of isolated nuclei from control and ORM Jurkat and CCRF-CEM cells. Nuclear area was determined before (Preconf.) and after (Postconf.) confinement. Bar 10 μm. Mean n = 29-63 nuclei ± SD (2 replicates).

**SUPPLEMENTARY TABLES**

**Supplementary Table S1**. Transcriptional changes of control and MA Jurkat cells by microarray analysis. |Fold Change| > 1.8 and P-value <0.05. n=2.

**Supplementary Table S2**. Transcriptional changes of control and ORM Jurkat cells by microarray analysis. |Fold Change| > 1.8 and P-value <0.05. n=2.

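Supplementary Table S2 gives, for each probe set that passed the threshold, the mean log2 signal of the ORM and the control arrays, the fold change, a p-value and an FDR. The paper's table has 147 rows, 90 higher and 57 lower in ORM cells. The means of both groups in all 147 rows matched the means of the deposited log2 values within 0.01. Of the 147 rows, 146 passed the same threshold in the same direction by limma, a count that is not independent evidence because the rows were chosen on these arrays. The number was 43 without control replicate 2, 82 without ORM replicate 1, 75 without ORM replicate 2 and 136 without control replicate 1. The row with the largest fold change carries the symbols PFKFB4; MIR6823, of which PFKFB4 encodes an enzyme that regulates glycolysis, and had a log2 signal of 5.38 ± 0.13 (SD, n = 2) in ORM cells and 7.57 ± 1.63 (SD, n = 2) in control cells. Its control arrays lay at 6.42 and 8.72. The lowest FDR in the paper's table is 0.4271.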

**Supplementary Table S3**. The table shows the terms from the microarray analysis with the highest significance according to the adjusted FDR p-value, ordered by pathway.

**SUPPLEMENTARY MOVIES**

**Supplementary Movies S1-S4**. 3D reconstructions from confocal sections of representative lamin B1-stained nuclei of non-migrating (S1), ORM (S2), control (S3) and MA (S4) Jurkat cells.

**Supplementary Movies S5.** 3D reconstructions from confocal sections of representative emerin-stained nucleus of ORM.

**Supplementary Movies S6, S7.** 3D reconstructions from confocal sections of representative nucleus of MA cells stained for emerin (S6) or Sun2 (S7).

# Supplementary material for: Mechanical stress confers nuclear and functional changes in derived leukemia cells from persistent confined migration
**Source:** Cell Mol Life Sci. 2023 Oct 6;80(11):316. doi: 10.1007/s00018-023-04968-5

Persistent migration through narrow spaces confers permanent transcriptional and functional changes in migrating cells.

Full unedited gels for Figure S4D. Lane 1: control Jurkat cells. Lane 2: MA Jurkat cells.

PKC α protein expression.

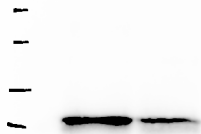

PKC β protein expression

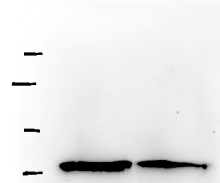

WDR5 protein expression.

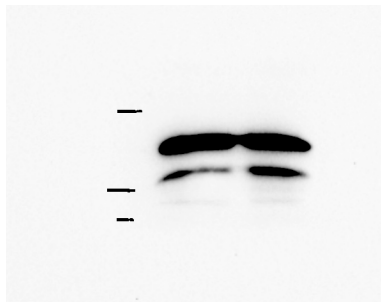

EZH2 protein expression.

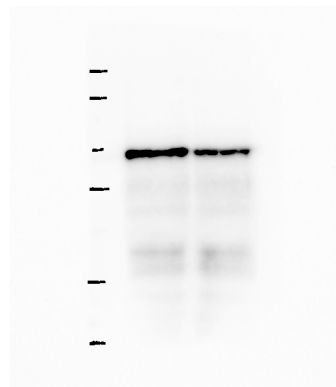

Syk protein expression.

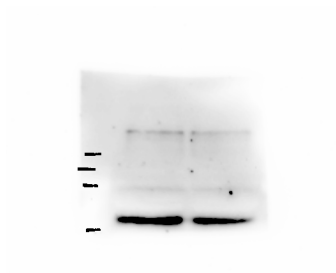

Actin protein expression.

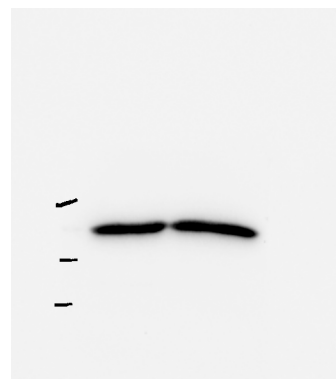

Full unedited gels for Figure S5B. Lane 1: control Jurkat cells. Lane 2: MA Jurkat cells.

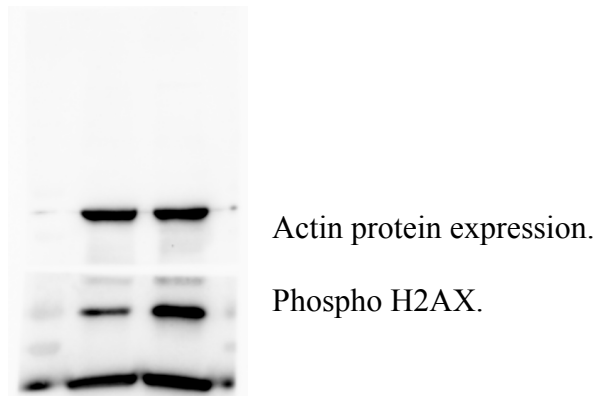

Full unedited gels for Figure S6A. Lane 1: control Jurkat cells. Lane 2: MA Jurkat cells. Lane 3: control CCRF-CEM cells. Lane 2: MA CCRF-CEM cells.

Phospho myosin (MLC) protein expression.

Actin protein expression.

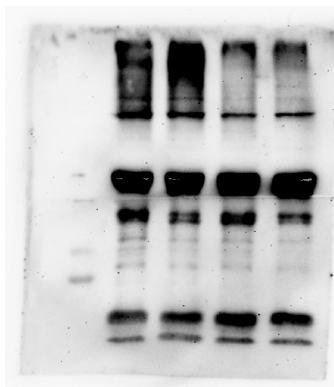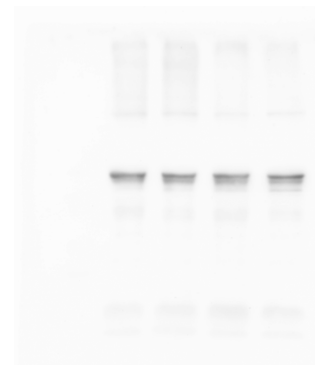

**Supplement:** Supplementary file 12 — Supplementary file12

How the deposited data were processed for this re-analysis (not part of the article)

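RNA of Jurkat cells, an established line of human T-cell acute lymphoblastic leukemia, was measured in 2 samples of ORM cells (1 round of migration through 3 μm pores, 24 h) and 2 samples of control cells, each on 1 human Clariom S array. The sample labels and the supplementary methods name different RNA extraction procedures, and the labels describe the control cells as a suspension culture, where the series design calls them non-migrated cells. The authors' values are log2 signals per probe set: by the supplementary methods they were processed, normalized and log2 transformed by a genomics unit, and the submitters' processing notes name RMA and Transcriptome Analysis Console. The paper's statistics section names Student's t test for comparisons of 2 groups in general and does not mention the arrays. Versions and the background setting are not given in the sources used here. Scanner files were not used here, so the background correction and the summarization of probes were taken as deposited. The arrays of MA cells were not analysed here.

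From the deposited log2 values, each of 21448 probe sets was tested between 2 ORM and 2 control arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with no filter on dim probe sets. A probe set was called altered at a fold change over 1.8 and an unadjusted two-sided p under 0.05, the threshold of Supplementary Table S2, and Benjamini-Hochberg adjusted values over all probe sets were computed beside it. Gene names came from the platform's annotation, with 1 symbol for 17709 probe sets and none listed for 3739; the symbols were compared with the RefSeq gene table of GRCh38.p14, and 0 changed. For 22 unlisted probe sets the single symbol of Supplementary Table S2 was used for single genes, but not for gene lists, since that table holds called genes only.

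The genes named in the text follow a rule written in advance: the 10 probe sets with 1 symbol and the largest rise, and the 10 with the largest fall, among those past the threshold with both ORM arrays above or below both control arrays; the 10 genes the study lists for both ORM and MA cells; 14 genes or proteins the paper names; and for each gene list up to 4 members past the threshold with the smallest p, or the 2 with the smallest p where none passed. The values of Supplementary Table S2 had been seen when the rule and the lists were written. BNIP3, METTL13 and PFKFB4 with MIR6823 are named outside the rule, after their values were seen.

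The 27 gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, on 17687 named genes, each represented by its probe set with the highest mean. Camera with a correlation estimated per list and fry, a rotation test of each list on its own, were alternatives. Lists that a change in cell makeup could move (markers of B cells, myeloid cells, erythroid cells and of epithelium and fibroblasts) were among the 27. Of the lists, ribosome biogenesis held 8 genes that are also in Supplementary Table S2, and the other lists 0 to 3.

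The tests were tried on simulated arrays. Those for single genes had the deposited means of 21448 probe sets and variances drawn from the spread that limma fitted. With 200 changed genes per round, the threshold of the study recovered 9.78% of genes changed 1.5-fold, 76.5% of genes changed 2-fold and 99.3% of genes changed 3-fold, and an adjusted p under 0.05 recovered 0.149%, 0.896% and 46.7%. Lists of 50 genes shifted by a log2 value of 0.5 were called in 20 of 20 rounds by camera with the preset correlation, in 0 with an estimated correlation and in 4 by fry, and 1 of 520 unshifted lists was called by the first. These simulations draw genes independently, so they leave out the correlation between genes of a list. They gave both groups the same variance, and the lists were simulated on genes without differences in mean signal.

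The alternatives fixed before the data were examined were quantile normalization, centring each array on its median, 2 filters on dim probe sets (mean log2 signal of at least 5, or the brightest 14305 only), the methods' t-test with equal variances, limma with trend and robust settings, the replicate number as a block, other thresholds (fold change over 1.5 or 2, unadjusted p under 0.01), probe sets with 1 symbol only, the mean of all probe sets of a gene, other tests of gene lists and each array left out in turn. Counts of list members without control replicate 2, arrays simulated with no change, random lists matched on signal and the overlap with Supplementary Table S1 were added after results had been seen. A Y-linked probe set of Supplementary Table S2 was left unnamed.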

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

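The tests of explanations in this part were chosen after the result was seen, and so was the rule that picked these groups. The lists and their test were planned before the deposited values were examined, but after Supplementary Tables S1 and S2 had been read. Table S2 was chosen on these same arrays, so the lists are not independent of them. In 10 groups of genes whose transcripts the paper does not describe in ORM cells, camera with the preset correlation gave an adjusted p under 0.05 and the shift ran the same way against both control arrays, by more than both ORM arrays differed. The median log2 fold changes were 0.45 for ribosome biogenesis, 0.40 for the proteasome, 0.29 for RNA polymerases I and III, 0.27 for N-glycosylation and GPI anchors, 0.25 for DNA replication, 0.18 for the DNA damage response, 0.15 for the nuclear envelope and lamina, 0.14 for heat shock, -0.19 for cholesterol synthesis and -0.21 for quiescence and FOXO targets. None of the 10 had an adjusted p under 0.05 with an estimated correlation (0.491 to 0.637) or by fry (0.2 to 0.405), tests that called 0 and 4 of 20 simulated shifted lists.

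The higher level of ribosome biogenesis genes was weighed first. Control replicate 2 as the sole source is argued against by a median of 0.30 against control replicate 1 alone. A trend of the difference with signal level is argued against by 10000 random lists matched on mean signal in 20 bins, whose highest median was 0.21, under the 0.45 of the group. Variation between cultures is left open, since control replicate 1 lay above control replicate 2 by a median of 0.27. The call lost with an estimated correlation cannot decide this, since that test called 0 of 20 simulated shifted lists. Also left open is passage through the pores as against the insert and its medium. These cannot be told apart because 0 arrays hold cells kept in an insert without passage. Of 78 cytosolic ribosomal protein genes, 45 were measured, with a median of -0.04 (adjusted p = 0.577 from camera). Their median was 0.14 against control replicate 1, upward like the group, and -0.23 against control replicate 2. Whether they move with the group is therefore unsettled, and whether ribosome production differs was not tested.

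The lower level of hypoxia-inducible and glycolytic genes, with a median of -0.30, is the second pattern. Whether an ORM array was exchanged with a control array cannot be decided from the SD of the difference between arrays. The SD was 0.248 between both ORM arrays, the lowest of all 6 pairs, where the lowest pair of an ORM and a control array had 0.292. But it was 0.404 between both control arrays, so arrays of the same group are not always the closest. Against control replicate 1 alone the median was 0.03, so a state of the culture behind control replicate 2 may account for the whole shift. Denser or older culture of that sample is a possible explanation that no label or value here tests.

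The third pattern is the number of altered probe sets. Of the 3 ways to split the 4 arrays, which are too few for a share under 0.05, 1 gave as many as the real 151, the real one itself, and the highest other split gave 50. Of 100 sets of arrays simulated with this spread and no change, the highest had 180 past the threshold, so a spread between arrays alone could give a count of 151. As the source of the 2447 probe sets at an unadjusted p under 0.05 it is argued against by the highest simulated count of 1170, but genes were simulated as independent and correlated genes widen that range.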

How the results depend on the processing

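The number of altered probe sets, 151, was 101 to 165 with another normalization, filter on dim probe sets, variance setting, p threshold or naming, and moved further in these cases. It was 49 by the methods' t-test (7 probe sets had no variance and were left out; 0 at an adjusted p under 0.05, 1846 at an unadjusted p under 0.05), 941 at a fold change over 1.5 (482 higher and 459 lower), 68 at a fold change over 2, where the stricter or looser threshold is itself the cause, and 100 (without control replicate 2) to 1009 (without control replicate 1) with 1 array left out, 235 without ORM replicate 1. A lone array was then assumed to vary like the other group. No setting gave a probe set with an adjusted p under 0.05 (lowest 0.166 to 0.996). Of the genes of Supplementary Table S2, 146 passed, 48 by the methods' t-test, 67 at a fold change over 2 and 43 to 136 with 1 array left out. Of the 10 genes shared with MA cells, 6 passed with a mean log2 signal of at least 5 and 6 with 1 symbol in the annotation (4 lack one there), 2 by the methods' t-test, 4 at a fold change over 2, 3 at an unadjusted p under 0.01 and 2 to 8 with 1 array left out. Of the 27 gene lists, 12 were called, 0 with an estimated correlation, 0 by fry and 9 to 13 under every other setting. Of 55 named genes past the threshold, 35 lost their call by the methods' t-test and 33 without control replicate 2. Reversed in sign, none of them past the threshold, were ITGB1 (-0.02 with quantile normalization) and, with 1 array left out, LMNA (-0.23 to 0.34), SYK (-0.11 to 0.17, -0.09 without ORM replicate 1), ATM (-0.82 to 0.09), PRKCB (-0.19 to 0.03) and PRKCA (-0.36 to 0.21). With 1 array left out the adjusted p was 0.00051 to 0.786 for the cytosolic ribosomal proteins, which turned upward without control replicate 2 (0.00403, against 0.577 with all arrays), and 2.61e-11 to 0.818 for the hypoxia-inducible genes, whose shift ended without that array. The quiescence genes had an adjusted p of 0.0978 by the methods' t-test. Apart from the changed thresholds, names and tests, the cause was not tested. The authors' background correction and a block for scan date were not run, since neither scanner files nor dates were used here; dim probe sets carry the least signal over background.

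With the replicate number as a block, 162 probe sets were altered, 148 of them among the 151, and none had an adjusted p under 0.05; no call changed among the 87 named genes and 27 lists, and BNIP3 passed. The numbers are shared by only 2 pairs, whose deviations from the group means had a correlation of 0.0929 over probe sets, so they are not taken as a pairing.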

Differences from the paper's values

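No count or value of the paper for ORM cells differed by more than 1.5 times from the value computed here by limma at the threshold of Supplementary Table S2, while several other settings gave counts that did. The study lists BNIP3, a mitochondrial gene induced by hypoxia, as decreased in ORM cells (Supplementary Table S2, where the paper's p is 0.0478). Here BNIP3 had a log2 fold change of -1.30 with an unadjusted p of 0.0507 from limma, which misses the threshold. BNIP3 lay at -0.36 without control replicate 2 and at -2.24 without control replicate 1. It passed with trend and robust settings of limma (p of 0.0274), under which all 147 rows of the paper's table passed. It also passed with quantile normalization, with the replicate number as a block, with only probe sets of 1 gene symbol and without control replicate 1, and it missed under the other settings. In the other direction, 5 probe sets passed here that the paper's table does not hold, METTL13 (0.85), BNIP3L (-0.85) and 3 without a name in the annotation, of which the first 2 lay at a fold change of 1.80.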

Other observations

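The transcripts of lamin B1, emerin and sun2, which the paper stained as proteins, did not pass the threshold, nor did those of LMNA and TOR1AIP1, whose proteins it mentions from the literature. LMNB1 was at a log2 signal of 10.21 ± 0.04 (SD, n = 2) in ORM cells and 9.82 ± 0.02 (SD, n = 2) in control cells, a log2 fold change of 0.39 (standard error 0.16) that did not reach the fold threshold, with an unadjusted p of 0.0435 and an adjusted p of 0.432 from limma. LMNA was 5.57 ± 0.07 (SD, n = 2) and 5.52 ± 0.40 (SD, n = 2). EMD had a log2 fold change of 0.27 (standard error 0.21), SUN2 of -0.37 (standard error 0.17) and TOR1AIP1 of 0.11 (standard error 0.16). EZH2 and JAK2, which the paper reports as decreased in MA cells, had log2 fold changes of 0.13 (standard error 0.16) and -0.18 (standard error 0.18) in ORM cells, and neither passed the threshold. Nor did ITGB1 (0.07), WDR5 (0.12), SYK (0.03), PRKCA (-0.07), PRKCB (-0.08), ATM (-0.37) and H2AX (-0.28). The paper measured these as proteins, most of them in MA cells, and ATM and H2AX in phosphorylated form. For MA cells it also set array transcript levels beside the protein levels of some selected proteins, and measured EZH2 and JAK2 by qPCR. Transcript levels in ORM cells do not test those results.

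Single genes passed the threshold in groups whose lists as a whole did not. Of 59 genes of the actin cytoskeleton and myosin, TPM1, an actin filament tropomyosin, was higher with a log2 fold change of 1.13 (standard error 0.20) and DAAM2, a formin, lower with -1.06 (standard error 0.28), while the median was 0.04 (adjusted p = 0.399 from camera). Of 36 adhesion and chemokine genes, the integrin gene ITGA3 was higher (0.97) and CCR8 and the chemokine gene XCL1 (-0.99) were lower, with a median of -0.05 (adjusted p = 0.758 from camera). Of 40 T-cell genes, CD27 (-1.05, standard error 0.19), CD48 and TLX1, a leukemia oncogene (-0.96, standard error 0.28), were lower and none was higher. Their median was -0.16 (adjusted p = 0.133 from camera). The adjusted p from camera was 0.0073 after quantile normalization but 0.474 with the methods' t-test. The median was -0.08 without ORM replicate 1 and -0.13 without ORM replicate 2. It was -0.19 without control replicate 1 and only -0.03 without control replicate 2. Of 38 genes of the unfolded protein response, HSPA5 and MANF were higher and DDIT3, a transcription factor of that response, lower (-0.87, standard error 0.19), with a median of 0.15 (adjusted p = 0.0895 from camera). Of 34 apoptosis genes, PDCD5 was higher (1.04, standard error 0.18), with a median of 0.10 (adjusted p = 0.0895 from camera). DAAM2, ITGA3, XCL1, CCR8, CD48, TLX1, HSPA5, MANF and DDIT3 no longer passed the threshold without control replicate 2, whereas TPM1, CD27 and PDCD5 did. DDIT3 also lost its call with quantile normalization (-0.80) and with median centring (-0.82), and HSPA5 with the former. When adjusted over the list alone, 2 T-cell genes and 1 apoptosis gene passed and 0 genes of the other lists of this paragraph.

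The remaining lists also missed an adjusted p under 0.05 from camera. None of 52 genes of G2/M and mitosis passed the threshold, with ECT2 at 0.66 and KIF4A at 0.49, and the median was 0.09 (adjusted p = 0.133), or -0.01 after quantile normalization. The 28 genes of the amino acid response had a median of -0.07 (adjusted p = 0.85, with the test pointing upward), among them SLC3A2 at 0.44 and NARS1 at 0.48. The 22 p53 targets had a median of -0.01, or 0.02 after quantile normalization, and a mean of 0.02 (adjusted p = 0.783), with PPM1D at 0.51 and RRM2B at 0.49. The 35 genes of the serum response and YAP targets had a median of -0.10 (adjusted p = 0.269, but 0.0428 without control replicate 2 and 0.0478 with a mean log2 signal of at least 5), with FOSL1 at 0.60 and DUSP6 at -0.48. The 58 chromatin regulators had a median of 0.03, or -0.02 after quantile normalization, and a mean of -0.01 (adjusted p = 0.532), KDM7A being the one past the threshold. The 45 cytosolic ribosomal proteins had a median of -0.04 (adjusted p = 0.577), or 0.01 after median centring, with RPS12 at 0.41 and RPL12 at -0.48. Their median was 0.14 against control replicate 1 and -0.23 against control replicate 2, with adjusted p = 0.00403 and upward without control replicate 2, 0.00051 and downward without control replicate 1 and 0.0327 and downward after quantile normalization. When adjusted over the list alone, 0 genes of these 6 lists passed.

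The lists of markers of other cell types had no adjusted p under 0.05. The median was -0.18 for 8 B-cell markers (adjusted p = 0.134), -0.10 for 10 myeloid markers (adjusted p = 0.432), -0.12 for 9 epithelial and fibroblast markers (adjusted p = 0.405) and -0.09, with a mean of 0.07, for 7 erythroid markers (adjusted p = 0.85, all from camera). Past the threshold were IGLL1, which encodes a part of the surrogate light chain, with -1.09 (standard error 0.18), and ERMAP, an erythroid membrane gene, with 1.13 (standard error 0.16). Both also passed without control replicate 2, and they were the only genes of these 4 lists past an adjusted p of 0.05 when adjusted over the list alone. For the myeloid and the epithelial and fibroblast markers, where none passed the threshold, the 2 with the smallest p were taken. LYZ was 3.04 in ORM and 3.54 in control cells, MPO 4.86 and 5.15, KRT18 4.27 and 3.99 and COL1A2 7.50 and 7.69. Both means of LYZ and the control mean of KRT18 lay below the lower quartiles of the arrays (4.14 to 4.26).

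Whether ORM and MA cells alter more genes in common than chance gives was tested after the results had been seen, with the list of Supplementary Table S1 read by gene symbol. Of 17687 named genes, 125 were altered in ORM cells by the main test and 543 matched a gene of the paper's table. They shared 6 genes, where independent lists would share 3.84 (two-sided Fisher's exact test, p = 0.286), 2 with the same and 4 with the opposite direction. That comparison left out the genes without a name in the annotation, 4 of the 10 shared ones among them. All 621 rows of the paper's Table S1 and all 147 of its Table S2, compared by symbol over 21448 probe sets, share 10 where 4.26 would be shared by chance (two-sided Fisher's exact test, p = 0.0106), 5 with the same and 5 with the opposite direction. The supplementary methods name Clariom S arrays for both cell types. By probe set identifier both tables share 7, a count that was not tested. Because the comparisons differ, and a match by symbol could join different probe sets of a gene, the hypothesis of an overlap beyond chance stays open.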
